# Reduced representation bisulphite sequencing of ten bovine somatic tissues reveals DNA methylation patterns and their impacts on gene expression

**DOI:** 10.1186/s12864-016-3116-1

**Published:** 2016-10-06

**Authors:** Yang Zhou, Lingyang Xu, Derek M. Bickhart, El Hamidi abdel Hay, Steven G. Schroeder, Erin E. Connor, Leeson J. Alexander, Tad S. Sonstegard, Curtis P. Van Tassell, Hong Chen, George E. Liu

**Keywords:** Cattle genome, Somatic tissue, DNA methylation, RRBS (reduced representation bisulphite sequencing)

## Abstract

**Background:**

As a major epigenetic component, DNA methylation plays important functions in individual development and various diseases. DNA methylation has been well studied in human and model organisms, but only limited data exist in economically important animals like cattle.

**Results:**

Using reduced representation bisulphite sequencing (RRBS), we obtained single-base-resolution maps of bovine DNA methylation from ten somatic tissues. In total, we evaluated 1,868,049 cytosines in CG-enriched regions. While we found slightly low methylation levels (29.87 to 38.06 %) in cattle, the methylation contexts (CGs and non-CGs) of cattle showed similar methylation patterns to other species. Non-CG methylation was detected but methylation levels in somatic tissues were significantly lower than in pluripotent cells. To study the potential function of the methylation, we detected 10,794 differentially methylated cytosines (DMCs) and 836 differentially methylated CG islands (DMIs). Further analyses in the same tissues revealed many DMCs (including non-CGs) and DMIs, which were highly correlated with the expression of genes involved in tissue development.

**Conclusions:**

In summary, our study provides a baseline dataset and essential information for DNA methylation profiles of cattle.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3116-1) contains supplementary material, which is available to authorized users.

## Background

DNA methylation has been widely recognized as a regulatory epigenetic mechanism that is crucial for cellular reprogramming, tissue differentiation and normal development [1–5]. Aberrant methylation patterns may lead to numerous diseases [6, 7]. However, to date, DNA methylation patterns have been well characterized in only a few species, including Arabidopsis, human and rodents [8–13]. Moreover, different methylation mechanisms have been proposed for mammals versus plants [14]. Unlike plants, DNA methylation in mammals almost exclusively occurs in the CG context while DNA methylation in the non-CG context was thought to be nearly absent in somatic tissues except for pluripotent stem cells, brain and oocytes [1, 10, 15, 16]. Only a few human and rodent studies have focused on non-CG methylation in germline cells [11, 16–19]. Recently, epigenome maps of the human body showed unexpected presence of non-CG methylation in all somatic tissues [11]. However, the functional aspects of this methylation are not yet well understood. Mammalian DNA methylation patterns were thought to be initiated by *de novo* DNA methyltransferases DNMT3a/3b and maintained by DNMT1 during DNA replication [20, 21]. However, this “two step” model does not explain non-CG methylation beyond the symmetric context of CG methylation [22]. Moreover, demethylation mechanisms have been reported to be different between the CG and non-CG context [14]. Thus, CG and non-CG methylation have been thought to undergo different mechanisms [22].

Our knowledge of DNA methylation pattern in livestock, even for CG context, is still limited when compared to humans and rodents. A few genome-wide DNA methylation studies were reported with limited tissue types and low resolution in cattle, pigs, sheep and horses [23–28]. Two studies reported the genome-wide methylation of several pig tissues at single-base resolution using the reduced representation bisulfite sequencing (RRBS) method [29, 30]. In cattle, we found a couple of studies for placental and muscle tissues using methylated DNA immunoprecipitation combined with high-throughput sequencing (MeDIP-seq) which did not provide a single-base resolution [23, 24, 31]. Recently, an evolutionary analysis of gene body DNA methylation patterns was reported in mammalian placentas using whole genome bisulfite sequencing (WGBS) [32]. However, for cattle samples, due to their low genome coverage (up to 1.25×), this study only offered a coarse resolution instead of a single-base resolution. Therefore, knowledge of how DNA methylation affects gene expression, phenotype, animal health and production is urgently needed. In line with the Functional Annotation of Animal Genome (FAANG) project [33], the present study is an important step towards understanding DNA methylation patterns and their functions.

RRBS is an effective method to describe the methylation patterning on a genome-wide level [34]. Unlike MeDIP-seq and methyl-binding domain sequencing (MBD-seq), RRBS can detect methylation in a single-base resolution including information about all three methylation contexts (CG, CHG and CHH). On the other hand, WGBS is the most comprehensive method for describing DNA methylation. Compared to the high cost of WGBS, RRBS enriches for high CG regions, which range from 5.3 % in zebrafish 8.3 % in pig of total genome CG sites, and has been proven as a less expensive method to study DNA methylation in the presumed functionally most important part of a genome [29].

Here, we constructed the genome methylation profiles of ten diverse tissues of cattle using the RRBS method. We describe the landscapes of the DNA methylome and common methylation patterns among the tissues. To assess non-CG methylations, we compared distributions between the somatic tissues and published WGBS data of bovine oocytes [32]. We further studied differential methylation, which may be involved in tissue development, by detecting differentially methylated cytosines (DMCs) and differentially methylated CG islands (DMIs) and comparing methylation levels among these tissues. By combining RNA-Seq data from the same tissues, we detected many DMCs and DMIs that may affect tissue development through regulating gene expression. This study supplies essential information on the cattle methylome and provides a reference dataset for further study of DNA methylation.

## Results

### Assessment of the RRBS data

To characterize DNA methylation patterns in cattle, we applied RRBS analysis for ten different tissues (Additional file 1: Table S1) from the Hereford cow L1 Dominette 01449 and her progeny/relatives. Dominette was the cow whose genome was sequenced to construct the cattle genome reference assembly [35, 36]. The ten tissues were chosen from the previous Bovine Gene Altas study [37]. They were distributed in different simplex clusters and spanned different development stages and physiological periods. 

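Methylation was measured in 1 RRBS library from each of 10 bovine tissues, so that every comparison of tissues rests on single libraries without replicates. The adult tissues were skeletal muscle, testis, uterus, nucleated blood cells and the mammary gland on d 90 of lactation. Mammary gland parenchyma, frontal cortex, abomasum and ileum were juvenile, and the rumen came from a fetus at d 180. Testis and rumen were from males and the other 8 tissues from females. In RRBS, genomic DNA is cut at CCGG with *MspI* and fragments of a limited length are treated with bisulfite, which converts unmethylated cytosines and keeps methylated ones, so that the share of reads with a cytosine at a position is its methylation level. The authors aligned the reads to UMD3.1 and deposited the cytosines covered by at least 8 reads, each with its position, strand, context, number of reads and methylation level as a fraction. The level multiplied by the number of reads was a whole number at every cytosine and was taken as the number of methylated reads. The reads summed over cytosines, where a read counts at each cytosine it covers, ranged from 16125651 in abomasum to 40089443 in testis, with a median of 23806857. The median coverage per cytosine was 10 reads in abomasum, 14 in testis, 20 in skeletal muscle and between 22 and 27 in the other 7 tissues. The highest number of reads was the same in every library, as if capped, and 15 to 88 cytosines per library carried it. Levels were averaged over cytosines without weighting by coverage, after the paper's methods, and means are given with the SD over the 10 tissues. Differences within tissues were tested over the 10 tissues by an exact sign-flip permutation test over all arrangements of the signs. Intervals are 95 % Wilson intervals and cover counting error only, since PCR copies of a molecule were not told apart.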

A total of ten libraries were constructed with 150–400 bp DNA fragments and each produced a minimum of 3 Gb clean reads, an average of 41 % of which were uniquely mapped to the cattle reference assembly (UMD3.1). To guarantee the quality and quantity for each cytosines at the same time, we first selected the threshold we would use to filter cytosines with low confidence. The common shared cytosines with less than 0.2 standard deviations from the average methylation level among the ten samples were selected for cluster analysis at different filtering thresholds (3 to 10 × coverage). The cluster results became stable after removing cytosines with coverage below 8 ×. Moreover, the cytosines with 8 × coverage distributed almost same as the cytosines above 8 ×, indicating the influence of low-coverage cytosines was suppressed (Additional file 2: Figure S1). Thus, only the cytosines with at least eight reads were considered for further study. 

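The deposited cytosines start at 8 reads, and lower thresholds were not analysed here. Trees were built by average linkage on 1 minus Pearson's r, over the CG sites that passed the threshold in all 10 tissues and had an SD below 0.2 among them. At least 8 reads left 50946 CG sites, while 43854 sites remained at 9 reads, 37145 at 10 reads and 7407 at 20 reads. The trees at 9 and at 10 reads each shared 8 of their 9 groups of tissues with the tree at 8 reads, and the tree at 20 reads shared 5, where the group of all tissues is shared by construction. Testis was the last tissue to join in each of the 4 trees, at a height of 0.0558 with 8 reads and 0.0731 with 20 reads.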

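Cytosines with 8 reads made up 9.18 % ± 7.92 (SD, n = 10 tissues) of all cytosines, from 4.30 % in nucleated blood cells to 30.5 % in abomasum. The share was 6.71 % ± 4.52 for cytosines with 9 reads, 5.18 % ± 2.60 with 10 reads and 4.31 % ± 1.53 with 11 reads. The CG sites with 8 reads had a mean methylation level of 41.9 % ± 3.39 and the CG sites above 8 reads a level of 33.1 % ± 3.03. The difference was 8.82 ± 4.65 points and was positive in 9 of 10 tissues (exact sign-flip permutation test, two-sided, p = 0.00391), while it was -2.76 points in abomasum. Below a methylation level of 20 % lay 46.8 % ± 4.61 of the CG sites with 8 reads and 59.0 % ± 4.89 of those above 8 reads. Above a level of 80 % lay 29.6 % ± 3.09 and 23.6 % ± 2.13, respectively.

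**Figure D1:**
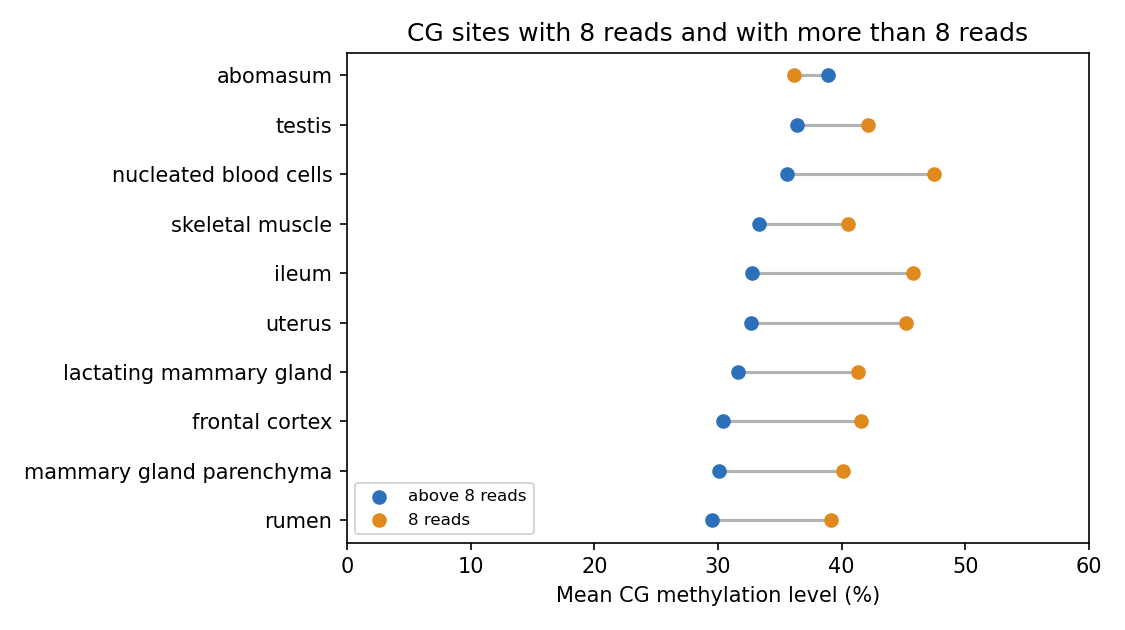
Mean CG methylation level (%, x-axis) in each of the 10 tissues (y-axis), with orange points for the CG sites with 8 reads and blue points for the CG sites above 8 reads. The orange point lies to the right of the blue point in 9 tissues and to the left of it in abomasum.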

RRBS is known to enrich for high CG density regions of the genome. In our study, the distribution of the detected cytosine number per 20 Kb was consistent with that of the CG density on the genome (Fig. 1a). 

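On chromosome 1, 57001 cytosines were covered in at least 1 tissue and 33695 in testis. Of the 7915 windows of 20 Kb, 17.9 % held at least 1 covered cytosine, with a median of 23 cytosines in these windows. The 10 % of windows with the most cytosines held 88.1 % of the covered cytosines, and in testis alone 91.1 %. The window from 5260001 to 5280000 bp held the most, with 826 cytosines. Across windows, the number of covered CG sites and the number of all covered cytosines, which include them, had a Pearson's r of 0.954, and of 0.925 in testis. Windows are not independent replicates, and the CG density of the genome itself was not analysed here.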

Totally, we obtained 1,868,049 cytosines in the CG-enriched region throughout the whole genome for further study. 

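Of these cytosines, 152300 (8.15 %) were covered by at least 8 reads in all 10 tissues and 1227096 (65.7 %) in 1 tissue only. No other tissue covered 749052 cytosines found in testis and 357724 found in abomasum, together 59.2 % of the total. The number of cytosines per tissue was 1094195 in testis, 631340 in abomasum and between 373130 and 546785 in the other 8 tissues. With a minimum of 20 reads in place of 8, the number of cytosines covered in at least 1 tissue was 602316.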

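The cytosines covered in at least 1 tissue comprised 468619 in the CG context (25.1 %), 514176 in the CHG context (27.5 %) and 885254 in the CHH context (47.4 %). At this number of cytosines the interval of the CG share was from 25.0 to 25.1 %. Among the cytosines covered in all 10 tissues, the CG context took 34.8 %, the CHG context 26.4 % and the CHH context 38.8 %. Within single tissues the CG share ranged from 21.7 % in testis to 32.5 % in abomasum.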

The relative prevalence of each sequence context detected throughout the genome was assessed, revealing that 25 % were in the CG context, 28 % were in the CHG context and 47 % were in the CHH context (Fig. 1b). This result illustrates that there were a considerable number of cytosines located in a non-CG context captured by the RRBS method. We further validated 19 randomly selected CG sites in four regions using four tissues and achieved a 62 % success rate, which is defined as CG with methylation level difference less than 0.2 between RRBS and bisulfite PCR sequencing results (Additional file 1: Table S2).

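Table S2 compares RRBS with bisulfite PCR sequencing at 19 CG sites in up to 4 tissues, which makes 66 comparisons. With the RRBS level taken from the deposited reads and the PCR level from the table, the levels differed by less than 0.2 in 41 of the 66 comparisons (62.1 %, interval 50.1 to 72.9 %). The RRBS level was the higher of the pair in 48 comparisons, and the mean difference was 0.131. Coverage at these sites ranged from 8 to 319 reads. The levels were within 0.2 in 16 of 19 comparisons in rumen, 10 of 16 in frontal cortex, 6 of 12 in ileum and 9 of 19 in testis. By region, this held for 7 of 9 comparisons on chromosome 29 (19416403 to 19416429), 14 of 21 on chromosome 4 (41475505 to 41475556), 14 of 24 on chromosome 29 (51406577 to 51406610) and 6 of 12 on chromosome 25 (32367427 to 32367505). The table's PCR levels for the 3 ileum comparisons on chromosome 25 repeat those of rumen and may not be levels of ileum. All 3 count above as not within 0.2. Across the comparisons Pearson's r of the RRBS and PCR levels was 0.475, where sites of a region are not independent. Pooling the reads of both strands of each CG raised the share within 0.2 to 68.2 %.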

**Fig. 1:**
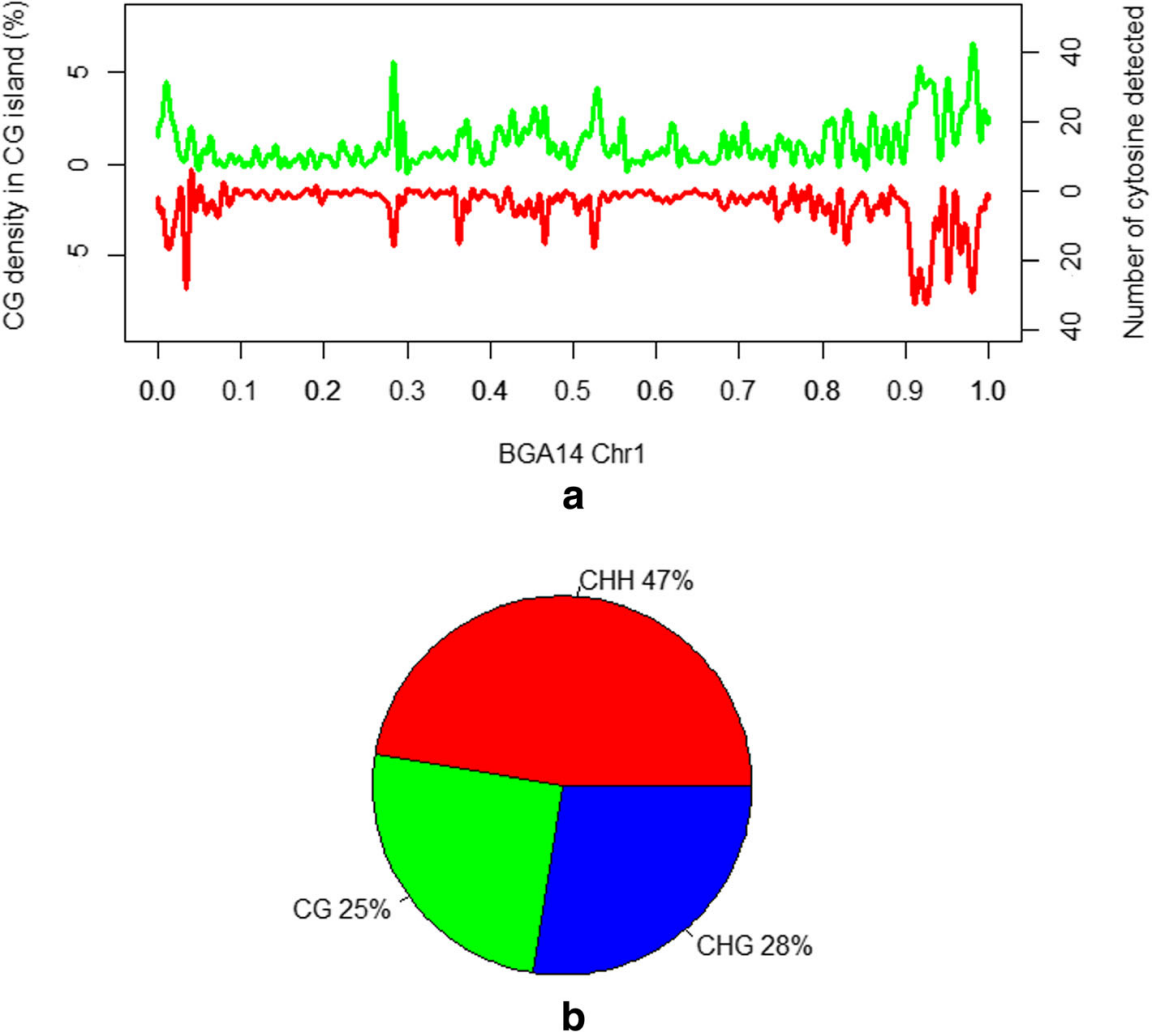
Chromosomal distribution and context percentage of detected cytosines. **a** The density distribution of cytosines on chr1 using 20-Kb non-overlapping windows. The *green line* represents the density distribution of CG in the CG island calculated using the UMD3.1 bovine reference genome assembly; and the *red line* represents the density distribution of cytosines detected in the BGA14 (testis) on chr1. **b** The fraction of cytosines within different contexts detected by RRBS for all ten tissues

### Global DNA methylation in diverse cattle tissues

The methylation profiles of different contexts in cattle were consistent with other species. 

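Pearson's r was computed over the CG sites with at least 8 reads in both tissues of a pair, which were 61906 to 139527 sites per pair. Over the 45 pairs, r ranged from 0.898 to 0.972 with a median of 0.949. The 9 pairs with testis had r of at most 0.927, and the other 36 pairs had r of at least 0.938. Sites are not independent replicates, so r describes how alike these libraries are. With Spearman's rho in place of r, the lowest pair was at 0.826.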

The ten bovine somatic tissues showed similar global methylation, with Pearson’s correlation scores ranging from 0.93 to 0.98. While in the pig study [29], closely related tissues were used and yielded slightly higher Pearson’s correlations (>0.95). 

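In the CG context, 58.5 % ± 4.50 (SD, n = 10 tissues) of the cytosines had a methylation level below 20 % and 24.0 % ± 2.11 a level above 80 %. Both classes together took 82.5 % ± 4.36 of the CG sites, from 74.4 % in testis to 87.0 % in nucleated blood cells. No methylated read was found at 40.0 % ± 5.18 of the CG sites. A level below 20 % was found at 99.3 % ± 0.0939 of the CHG sites and 98.7 % ± 0.244 of the CHH sites, and a level above 80 % at 0.259 % ± 0.0944 and 0.749 % ± 0.296 of them.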

The CGs were either enriched at a low methylation level (<20 %) or high methylation level (>80 %), while both non-CG contexts were enriched only at a low methylation level (Additional file 2: Figure S2a, b, c). 

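Averaged over all cytosines of a context within a tissue and then over the 10 tissues, the methylation level was 33.5 % ± 2.80 for CG, 1.10 % ± 0.130 for CHG and 1.51 % ± 0.254 for CHH (SD, n = 10 tissues). The choice that moved the CG level most was weighting each cytosine by its coverage, which gave 43.1 %. Over the cytosines covered in all 10 tissues, the CG level was 28.8 %.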

Totally, we observed average genome-wide levels of 33.5 % CG, 1.1 % CHG and 1.5 % CHH methylation in CG-enriched regions. The CG methylation levels ranged from 29.87 to 38.06 % among different tissues (Table 1). 

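The CG level was 29.9 % in rumen, 30.5 % in mammary gland parenchyma, 30.9 % in frontal cortex, 32.0 % in lactating mammary gland and 33.2 % in uterus. It was 33.5 % in ileum, 33.9 % in skeletal muscle, 36.0 % in nucleated blood cells, 37.0 % in testis and 38.1 % in abomasum. The averages cover between 114369 CG sites in ileum and 237294 in testis. The order of the tissues depends on the cytosines used: over those covered in all 10 tissues testis had the lowest CG level, 24.4 %, and with a minimum of 20 reads testis had 29.1 % and abomasum 60.5 %. With 1 library per tissue, none of the differences between tissues has a replicate check.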

Unexpectedly, we did not detect a significantly higher non-CG methylation level in the frontal cortex, which in the adult stage generally is greater than in other tissues [38]. 

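Non-CG methylation was 1.48 % in frontal cortex and 1.34 % ± 0.209 (SD, n = 9) in the other tissues, so that the difference was smaller than the spread among the other tissues. Frontal cortex had the third highest level of the 10 tissues (exact permutation test of 1 tissue against 9, two-sided, p = 0.5). This design cannot give a p below 0.1. Over the non-CG sites covered in all 10 tissues the direction was reversed, with a difference of -0.0219 points (exact permutation test, two-sided, p = 0.9).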

One explanation was that our frontal cortex sample was collected from a juvenile stage.

**Table 1:** Sequencing and mapping summary

Tissue ID	Tissue name	Clean reads	Unique mapped reads	Unique mapping rate (%)	CG methylation (%)	Non-CG methylation (%)	Bisulfite conversion rate (%)
BGA13	Skeletal muscle near ceasarian	62,431,346	27,615,411	44.23	33.87	1.45	99.38
BGA14	Whole testes^a^	65,883,038	23,323,753	35.40	37.00	0.94	99.45
BGA19	Mammary/parenchyma^a^	61,978,584	27,862,415	44.95	30.50	1.31	99.28
BGA22	Uterus intercaruncular^a^	62,431,548	26,830,069	42.98	33.22	1.45	99.41
BGA47	Frontal cortex^a^	63,601,202	22,808,676	35.86	30.89	1.48	99.30
BGA60	Abomasum^a^	62,173,874	28,496,274	45.83	38.06	1.04	99.25
BGA62	Ileum^a^	65,228,026	23,666,863	36.28	33.54	1.50	99.04
BGA81	Rumen^a^	62,646,332	25,923,247	41.38	29.87	1.44	99.28
BGA135	Nucleated blood cells^a^	63,611,924	23,184,841	36.45	36.03	1.54	99.07
BGA173	D 90 lactating mammary gland	62,474,748	28,581,463	45.75	32.04	1.36	99.33

^a^Tissues with RNA-seq data

### Comparison of the CG and non-CG methylation patterns in cattle somatic tissues

In mouse oocytes, non-CG methylation showed high correlation with CG methylation at the genome-wide level and was enriched in high CG regions [16]. We confirmed this correlation between CG and non-CG methylation in bovine oocytes using WGBS data downloaded from a recent publication [32] (Fig. 2a, Additional file 2: Figure S3). However, within the dataset obtained from bovine somatic tissues, we did not detect significant correlation between them. This may indicate that non-CG methylation levels were too low to measure reliably in somatic tissues as compared to oocytes (Fig. 2a).

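For each cytosine the methylation level was averaged over the tissues that covered it, and levels were then averaged in non-overlapping 1-Mb windows with at least 10 CG and 10 non-CG sites. Over the 2332 windows of the autosomes and X, CG methylation was 33.9 % ± 20.2 and non-CG methylation 0.958 % ± 0.513 (SD over windows). Pearson's r of CG with non-CG methylation was 0.157, which is an R squared of 0.0247, and Spearman's rho was 0.215. Both had a p of 1e-05 (permutation test with 100000 resamples, two-sided), the smallest that these resamples can give, and the same value after Benjamini-Hochberg adjustment of both. Windows are not independent replicates, so this p describes the association along the genome and not its spread between animals. Within single tissues r ranged from 0.0461 in mammary gland parenchyma to 0.189 in abomasum and was negative in 0 of 10 tissues. A minimum of 20 reads moved r of the averaged data most, to 0.0883, while leaving out the non-CG sites above 90 % in every tissue raised it to 0.225.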

**Fig. 2:**
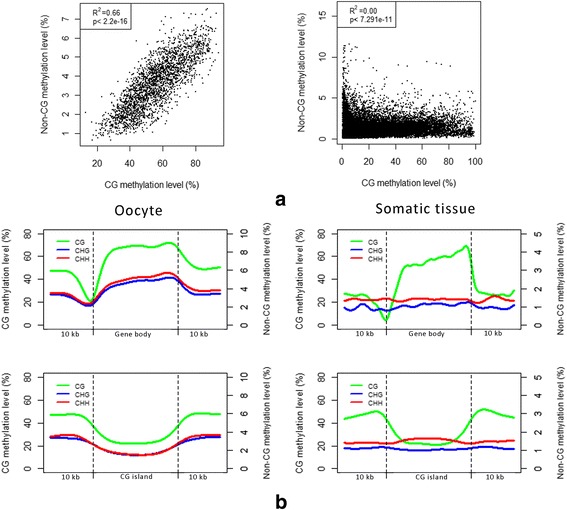
Different methylation patterns between oocyte and somatic tissues in cattle. **a** Correlation analysis of CG and non-CG methylation using 1-Mb non-overlapping windows. **b** Methylation distributions of the three methylation contexts in genic regions and CG islands. Note: all figures for somatic tissues were from the merged data after examining results individually that did not show differences between them

To better understand the methylation patterns of CG and non-CG contexts in this study, we first annotated the cytosines within different genomic structures or features. For example, we detected not only the cytosines present in the nuclear genome but also the cytosines in the mitochondrial genome and the unplaced sequences (chrUn) (Additional file 2: Figure S4). 

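Over the mitochondrial genome, CG methylation was 3.33 % ± 1.03 (SD, n = 10 tissues), compared with 32.9 % ± 2.81 over the autosomes. It was lower than the autosomes in 10 of 10 tissues, with a difference of -29.6 ± 3.17 points (exact sign-flip permutation test, two-sided, p = 0.00195, the smallest that 10 tissues allow). After Benjamini-Hochberg adjustment over the 9 tests of mitochondrial, unplaced and X sequence in the 3 contexts, the permutation p was 0.00439. Only 7 to 47 mitochondrial CG sites per tissue were covered. CHG methylation was 1.05 % ± 0.692 and did not differ detectably from the autosomes (exact permutation test, two-sided, p = 0.844). CHH methylation was 1.03 % ± 0.587, lower in 8 of 10 tissues by a difference that did not hold after adjustment (-0.479 points, exact permutation test, two-sided, p = 0.0488, adjusted p = 0.0732).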

DNA methylation in the mitochondrial genome was extremely low. On the other hand, both the CG context and CHG context showed the highest methylation level on chrUn. This is consistent with the notion that chrUn contains the sequences which cannot be placed on the chromosomes due to their repetitive nature, and high DNA methylation can help to repress those repeats to maintain genome stability and integrity [39, 40]. 

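On chrUn, CG methylation was 63.4 % ± 5.25 and CHG methylation 1.66 % ± 0.155 (SD, n = 10 tissues), both the highest of 32 sequences made up of the chromosomes, the mitochondrial genome and chrUn. The next highest were chromosome 27 for CG with 45.6 % and chromosome 8 for CHG with 1.45 %. CG methylation exceeded that of the autosomes by 30.5 ± 6.23 points and CHG methylation by 0.567 ± 0.0743 points, each in 10 of 10 tissues (exact sign-flip permutation tests, two-sided, p = 0.00195 for each). For CHH, chrUn was in place 28 of the 32 sequences with 1.37 % ± 0.174. Between 1525 and 3556 CG sites of chrUn were covered per tissue. Weighting by coverage moved both differences most, to 19.3 points for CG and to 0.189 points for CHG (exact sign-flip permutation tests, two-sided, p = 0.00391 and p = 0.0391).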

Further methylation analysis of repeat elements supported this observation. But the three methylation contexts appeared to have different distributions on different repeat elements (Additional file 2: Figure S5). Among the tested repeat elements, CG methylation was the most abundant while the non-CG methylation was lowest in SINEs. Additionally, we examined the methylation levels separately within the ± 10 Kb windows around the genic regions and the CG islands (Fig. 2b, Additional file 2: Figure S6). The CG methylation displayed the same patterns near the genic regions and the CG islands between oocytes and somatic tissues. Around the genic regions, the CG methylation level was lowest immediately upstream of the transcription start site (TSS) and increased towards the end of the last exon. Within the CG islands, the CG methylation level was lower than the level in the neighboring regions. On the contrary, when we compared oocytes to somatic tissues, non-CG methylation displayed different patterns near the genic regions and the CG islands. In oocytes, the patterns of non-CG methylation were similar to those of CG methylation in both genic regions and CG islands. However, in somatic tissues, overall non-CG methylation was decreased to almost the same level as the TSS. For somatic tissues, we did not observe large changes for the non-CG methylation either in the genic regions or CG islands.

RRBS allowed us to assess single-base methylation events in a region, which made it possible to evaluate the relationship between the methylation levels of adjacent cytosines. We examined the correlation between methylation patterns at adjacent cytosines using an autocorrelation method among different sequence contexts in ten somatic tissues (Additional file 2: Figure S7). In Arabidopsis, positive correlations were found between the two strands in both the CG contexts and the non-CG contexts [41]. 

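Methylation levels averaged over tissues were compared between cytosines of chromosome 1 at each distance from 1 to 40 bp. For CG sites on either strand, Pearson's r was highest at 2 bp with 0.965. Pairs on the forward strand reached 0.977 at 2 bp, and pairs of a forward site with a reverse site downstream reached 0.951 at 3 bp. The lowest values were 0.748 at 40 bp and 0.779 at 26 bp, respectively. Pairs from forward to reverse at 1 bp are both strands of the same CG. There r was 0.819 on 3039 pairs, below the median of 0.874 over the distances from forward to reverse. The other pairs on one or both strands were not examined separately. Distances with pairs held at least 547 of them on either strand, 145 on the forward strand and 151 from forward to reverse, where the last 2 sets had pairs at 39 of the 40 distances. Pairs of sites are not independent replicates.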

In this study, we found highly positive correlations between the methylation levels of adjacent CGs on either same or different strands. The correlation level decreased as the distance increased between the two CGs, but its *R* value was still greater than 0.8 as the distance reached over 40 bp. This was probably a reflection of regional foci of methylation for the CG context [8]. 

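With the data averaged over tissues, r of CG sites on either strand was 0.821 at 40 bp, the lowest value of the 40 distances. In single tissues r at 40 bp was 0.836 ± 0.0380 (SD, n = 10 tissues), from 0.750 in testis to 0.892 in nucleated blood cells, on 183 to 261 pairs. On the averaged data r at this distance was 0.796 with a minimum of 10 reads, 0.800 with 20 reads and 0.830 over all autosomes in place of chromosome 1.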

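For CHH sites on the forward strand, r was highest at a distance of 4 bp with 0.567, while the median over the 40 distances was -0.00854. On the reverse strand the highest r was 0.328, at 3 bp. The forward value at 4 bp differed between single tissues more than for CG sites, with 0.746 ± 0.126 (SD, n = 10 tissues) and a range from 0.479 in abomasum to 0.915 in frontal cortex, on 514 to 1265 pairs. Over all autosomes r at 4 bp was 0.428, which was the largest change under any of the alternatives.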

Large differences were detected for the non-CG contexts where we saw a medium correlation (*R* = 0.7) for the two cytosines in the two neighboring CHH (or CHHCHH) motifs on one sense strand, and a further decreased correlation as the distance increased. Moreover, we did not observe high correlations across the different contexts.

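On the forward strand, r of CG with CHG levels was at most 0.200, at 35 bp, and r of CG with CHH levels at most 0.104, at 4 bp. The highest r of CHG with CHH levels was 0.441, at 5 bp. The medians over the distances were 0.0763, 0.0213 and 0.00743, respectively. There were at least 228 pairs at each distance that had any, which were 39 distances for CG with CHG and for CG with CHH and 38 for CHG with CHH.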

### Characterization of CG island methylation

The CG island has been described as one of the most important methylation features of the genome. It was thought to be methylated differently from the non-CG island region in mammals [42]. In CG islands, CGs usually remain unmethylated or lowly methylated while in the non-CG island regions, CGs are heavily methylated. In cattle somatic tissues, the average methylation level of CG in non-CG islands was 72.02 % while that in CG islands was 24.22 %, which was lower than the average methylation (51.59 %) of CG at CG island shores (Additional file 2: Figure S7a). However, there were still 13 % of CG islands which had a methylation level over 80 % (Additional file 2: Figure S8b). It is noted that this uneven distribution might also be related to the bias of RRBS, as the CG density normally is high near both centromeric and telomeric regions. To decrease the effects of tissue differences and the RRBS method, we selected 3761 CG islands within less than 0.2 standard deviations of the average methylation level among the ten samples and calculated their average methylation levels in non-overlapped windows of 10 % length of the corresponding chromosome. The results showed that the average methylation levels of CG islands within both terminal windows were higher than other internal windows (Additional file 2: Figure S8c). The chromosome ends like telomeres were known to be enriched for telomere repeats, whose methylations were thought to be related to telomerase activity [43]. 

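CG sites were used in place of CG islands, which were not analysed genome-wide here. Each of the 29 autosomes and X was divided into 10 windows of 10 % of its length, with the last covered position taken as the end. The last window held 30.0 % of the 462822 covered CG sites and the first window 10.1 %, against a mean of 7.49 % for each of the 8 internal windows. The internal window with the most CG sites held 12.2 %, more than the first window. Levels were taken over the 50243 CG sites covered in all 10 tissues with an SD below 0.2 among them. The level was 31.4 % ± 2.61 in the first window, 36.5 % ± 1.56 in the last window and 22.4 % ± 2.09 over the internal windows (SD, n = 10 tissues). The average of both terminal windows exceeded the internal windows by 11.6 ± 0.421 points, in 10 of 10 tissues (exact sign-flip permutation test, two-sided, p = 0.00195). The same sites, chosen for similar levels among the tissues, were used in every tissue. The SD and p therefore do not measure the spread between chromosomes or sites. With a minimum of 20 reads the direction was reversed, to -0.948 points (exact sign-flip permutation test, two-sided, p = 0.0312).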

The adjacent subtelomeric regions were enriched with a high density of CG sequences and high methylation levels. We suspect that the highly methylated CG islands may be involved in controlling genome terminal stability.

### Identification of differentially methylated cytosines (DMCs) and differentially methylated CG islands (DMIs) related to gene expression

Differentially methylated cytosines (DMCs) in the CG context have been widely known to play important roles in tissue development while DMCs in non-CGs are not well studied and usually are ignored for their low methylation level in somatic tissues. 

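DMCs were called at the cytosines covered by at least 8 reads in all 10 tissues. Methylated and unmethylated reads were compared by Fisher's exact test for each of the 45 pairs of tissues with Benjamini-Hochberg adjustment within the pair, and a DMC had q below 0.01 and a difference of at least 25 points in at least 1 pair. With 1 library per tissue, this test compares libraries and not tissues. In total 11028 DMCs were found. The number per pair was lowest for skeletal muscle with abomasum, had a median of 744 and was highest for testis with nucleated blood cells, with 5602. A low number need not mean alike libraries, since abomasum had a median of 13 reads at the tested sites and the other tissues 33 to 49. On simulated reads at the coverage of the real sites, 184 of 200 sites changed by 60 points in 1 library were called and 0 of 19800 unchanged sites. The simulated reads were independent, without PCR copies or other differences between libraries. The 0 calls therefore do not give the rate of false calls among the real sites. Changes nearer to the minimum of 25 points were not simulated. The count depended on depth, since 2966 DMCs were left when the reads of every tissue were thinned at random to the lowest coverage at the site.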

Here, we merged both the CG and non-CG contexts together, and identified 10,794 DMCs between at least two samples among the ten samples. We found 94.34 % of the DMCs were in the CG context, which supports the predominant role of CG methylations in somatic tissues (Fig. 3a, Additional file 1: Table S3). 

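In the deposited data, 10481 of the DMCs were CG sites (95.04 %, interval 94.6 to 95.4 %). They made up 19.8 % of the 53007 CG sites tested. Of the 99293 non-CG sites tested, 0.551 % were DMCs.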

The DM non-CGs took 5.66 % of the DMCs and were enriched at the high methylation level, which illustrates that differences should be real. 

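Here 547 DMCs (4.96 %) were non-CG sites, 167 in the CHG and 380 in the CHH context. Their methylation level averaged over tissues had a median of 33.5 %, while the median was 0.411 % at the non-CG sites that were not DMCs and 69.7 % at the CG DMCs. The mean level was 50 % or more at 183 of the non-CG DMCs (33.5 %), compared with 0.544 % of the non-CG sites that were not DMCs, and below 20 % at 171 of them. In the tissue with the highest level, the median over these DMCs was 62.5 %. A DMC needs the minimum difference in a pair of tissues, so its highest level must reach at least that many points. Higher levels at the non-CG DMCs than at the other non-CG sites therefore follow in part from the calling rule. They are no separate evidence that the differences are real. The median coverage of the non-CG DMCs was 49 reads.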

There were 4495 DMCs successfully annotated in the regions of 1500 bp upstream of the TSS and gene bodies.

**Fig. 3:**
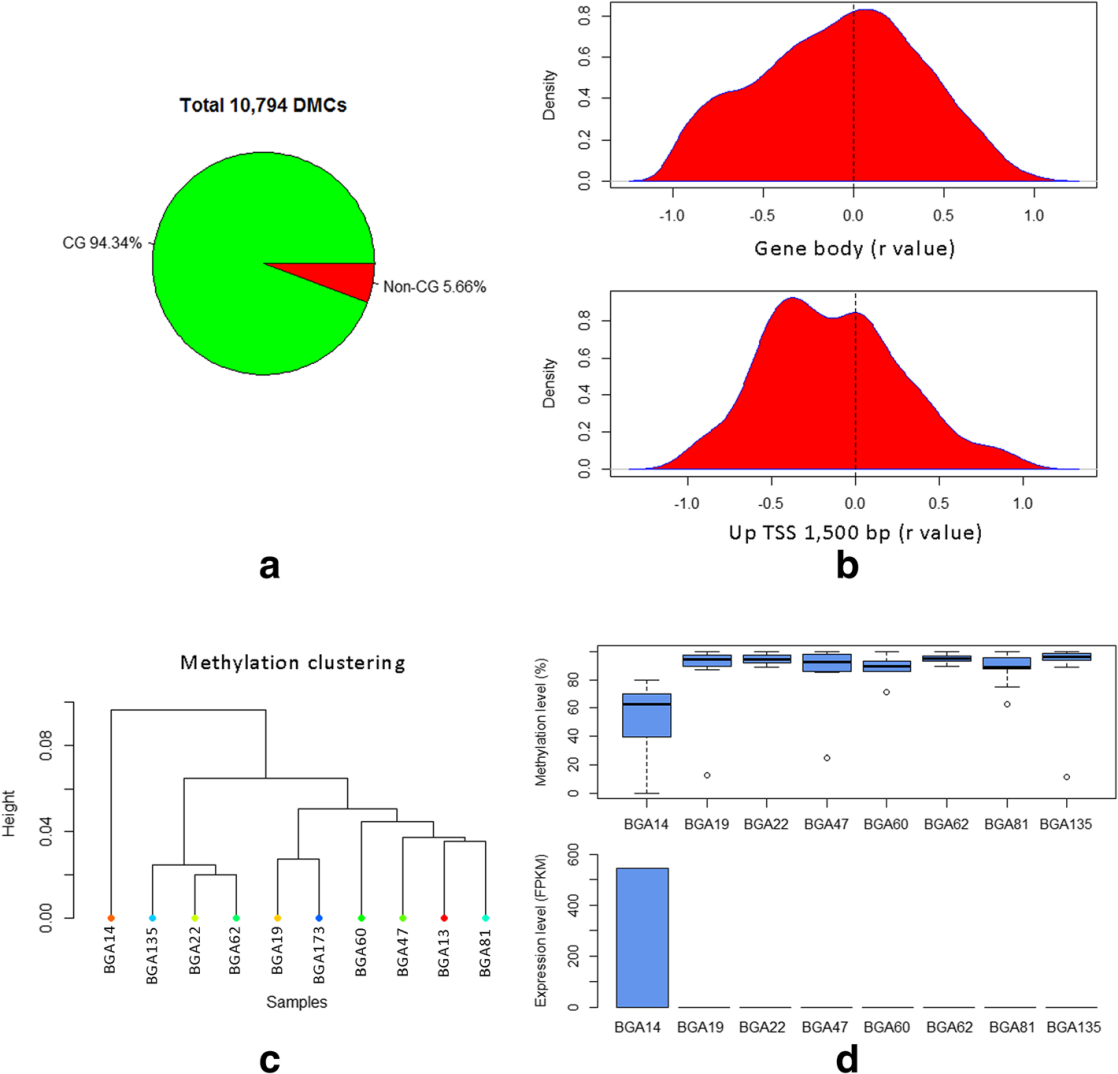
Analysis of different methylated cytosines (DMCs) and differential methylated CG islands (DMIs). **a** Fractions of DMCs in the CG and non-CG contexts. **b** Correlation between CG methylation and gene expression in the regions of 1500 bp upstream of the TSS and gene bodies. **c** Hierarchical cluster analysis for different tissues by methylation level. **d** The effect of DMI methylation on bta-mir-202 expression, top: methylation distribution of CGs in DMIs by tissue, bottom: expression level of bta-mir-202 by tissue. BGA13: skeletal muscle near ceasarian; BGA14: whole testes; BGA19: mammary gland/parenchyma; BGA22: uterus (intercaruncular); BGA47: frontal cortex; BGA60: abomasum; BGA62: ileum; BGA81: rumen; BGA135: nucleated blood cells; and BGA173: d 90 lactating mammary gland

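Without skeletal muscle and lactating mammary gland, 156381 cytosines had at least 8 reads in all of the remaining 8 tissues. Among these, 10059 DMCs were called with the same test and thresholds, of which 9582 were CG sites and 477 non-CG sites.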

Because RNA-Seq data were generated for eight out of ten tissues (Additional file 1: Table S1), we also generated DMCs derived from only these eight tissues. To detect the effects of a single cytosine methylation on gene expression, we applied Pearson correlation analysis to compare DMCs and RNA-Seq results from these eight shared tissues. We ultimately obtained 3181 cytosines overlapped with 793 genes having both data for correlation analysis. We found that DMCs were divided into two types: 1) DMCs located within 1500 bp upstream of the TSS and enriched in negative correlation with gene expression, and 2) DMCs in the gene body regions showing no obvious correlation preference (Fig. 3b). Totally, there were 408 DMC methylation levels which were significantly (FDR corrected < 0.05) correlated with 117 gene expression levels, and 77.5 % of DMCs showed significant negative correlation (Additional file 1: Table S4). Among all the significant DMCs, 14 non-CG contexts were significantly correlated with gene expression. Gene ontology (GO) analysis of those significantly correlated genes showed no significant GO terms, which was consistent with a similar study in pigs [29].

As expected, most of the significantly correlated CGs were clustered in the genome as they had been proven to be highly correlated with each other within a certain genomic interval. Thus we further detected and analyzed the effects of DMIs related to gene expression levels. Similarly, only the CG islands that overlapped by at least 1 bp with the regions of 1500 bp upstream of the TSS and gene bodies were kept for analysis. 

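The islands were taken from Table S5, and CG islands outside it were not analysed here. Each of its 836 islands had at least 5 CG sites with 8 reads in every tissue, and the mean of these sites equalled the level given in the table for every island and tissue. The range of levels between the lowest and the highest tissue had a median of 37.6 points and was at least 25.1 points. Fisher's exact test on the reads summed over each island, adjusted within each of the 45 pairs, gave q below 0.01 with a difference of at least 25 points in at least 1 pair of libraries for 835 islands. In these sums a read counts at each CG site it covers, so the counts are not independent and q is likely too small. The count of 835 is taken over islands already listed for their differences. It changed most with a minimum of 20 reads, which left 209 islands with 5 CG sites in every tissue and 201 DMIs.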

In total, we found 836 DMIs wherein 239 of them overlapped with genes that had RNA-Seq information (Additional file 1: Table S5). We found 31 DMIs showed significant correlation with gene expression (Additional file 1: Table S6).

To further evaluate tissue-specific methylation, we considered the DMCs and DMIs in one tissue that appeared different from all other tissues. We detected 798 tissue-specific DMCs (tDMCs) including 75 non-CG tDMCs and 131 tissue-specific DMIs (tDMIs) (Additional file 1: Tables S7, S8). 

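A cytosine was taken as a tDMC when all 9 pairs with that tissue passed the thresholds of a DMC in the same direction. This gave 465 tDMCs, of which 40 were non-CG sites, and the same rule gave tDMIs among the islands of Table S5, 84 in testis and 51 in the other tissues. Thinning the reads of all tissues to the lowest coverage at each site moved the number of tDMCs most, to 125. The following sites had the largest gaps to the nearest other tissue, with at most 2 per tissue, among the 332 tDMCs with at least 20 reads in every tissue. In lactating mammary gland, a CG site on chromosome 22 (59714320) was methylated at 100 % of 52 reads (interval 93.1 to 100 %) and at 1.49 to 6.71 % in the other tissues. A CHH site on chromosome 29 (19417795) had 87.4 % of 87 reads (78.8 to 92.8 %) in the same tissue and 0 to 3.28 % in the others. At the CG tDMCs of lactating mammary gland, the nearest other CG within 50 bp differed in the same direction in 11 of 33 cases. In abomasum, a CHG site on chromosome 6 (89206125) had 13.3 % of 60 reads (6.91 to 24.2 %) against at least 75.0 % in the other tissues. Testis had 17.5 % of 337 reads (13.8 to 21.9 %) at a CG site on chromosome 27 (37639695), where the other tissues had at least 75.0 %, and 13.4 % of 82 reads (7.66 to 22.4 %) at a CG site on X (108497695), where they had at least 70.0 %. Among the tDMIs of tissues other than testis, the largest gap was at an island on chromosome 18 (62474102 to 62478488), with 68.7 % in abomasum and at most 2.52 % in the other tissues. The abomasum level rests on few reads per site. Libraries can cover different CG sites of an island, and only the island of bta-mir-202 was compared over the same sites. In abomasum 56.7 % of the cytosines were found in no other tissue. The gaps of its tDMIs may therefore depend on the sites covered. In nucleated blood cells, an island on chromosome 11 (101128216 to 101128684) had 17.4 % against at least 71.4 %. Skeletal muscle had 43.0 % at an island on chromosome 23 (51288562 to 51289498), against at least 93.1 %. Frontal cortex had 58.9 % at an island on chromosome 10 (81675707 to 81679184), against at most 8.91 %.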

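Testis had 304 of the tDMCs (65.4 %, interval 60.9 to 69.6 %), followed by nucleated blood cells with 66, lactating mammary gland with 45 and abomasum with 28. None of the other 6 tissues had more than 9. With the reads of every tissue thinned to the lowest coverage at each site, the testis share was 77.6 %. It was 51.9 % with a difference of at least 40 points. Testis also had the most tDMIs, while abomasum and nucleated blood cells had 15 each and no other tissue more than 6. A low number of tDMCs is limited by depth, since on simulated reads 39 of 200 sites changed in 1 library were called as tDMCs, and 25 of the 28 of them with at least 20 reads in every library. In the tree built by average linkage over the CG sites covered in all 10 tissues, testis joined last at a height of 0.0747, after the join before it at 0.0430. The closest tissues were uterus and ileum, which joined at 0.0195. The tissue nearest to testis was ileum with an r of 0.937.

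**Figure D2:**
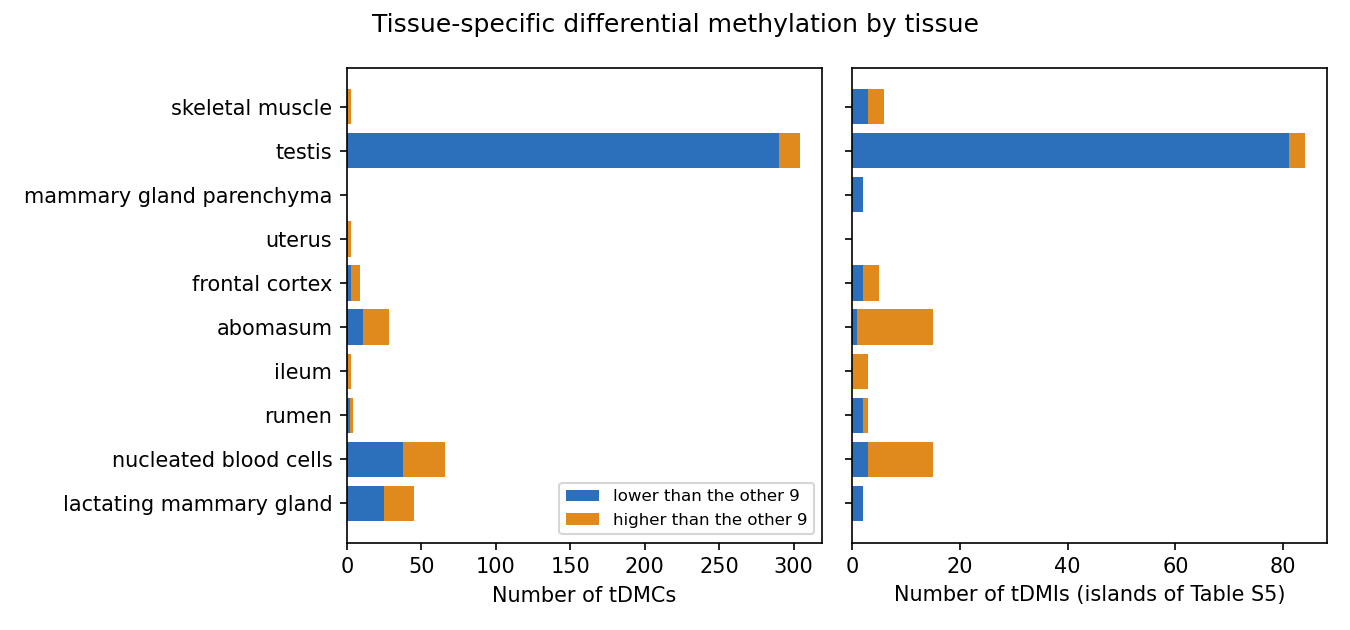
Number of tDMCs (left, x-axis) and of tDMIs among the islands of Table S5 (right, x-axis) in each of the 10 tissues (y-axis), with blue bars for a lower and orange bars for a higher methylation level than in the other 9 tissues. The bars of testis are the longest in both panels and mostly blue, with 290 of its tDMCs lower.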

Among the ten samples, the testis (BGA14) displayed the highest counts of tDMCs and tDMIs, which was supported by our clustering results based on DNA methylation patterns (Fig. 3c, Additional file 2: Figure S9) and the previous Bovine Gene Altas study at the transcriptome level [37]. Moreover, we checked the tDMIs whose methylation levels were significantly correlated with gene expression levels and found that all of them belonged to testis. 

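Expression was not analysed here, and the correlated DMIs were taken from Table S6. Of its 31 islands, 10 were tDMIs in the deposited data, 9 in testis and 1 in nucleated blood cells. The island in nucleated blood cells, on chromosome 29 from 44484305 to 44485048, had a level of 2.73 % over 31 CG sites and 1322 reads, against 58.1 to 87.3 % in the other tissues. Of the testis islands other than that of bta-mir-202, the largest gap was at chromosome 2 from 100306614 to 100307139, with 51.6 % in testis and at least 91.4 % in the other tissues. Testis had 46.2 % on X from 84032819 to 84033455, against at least 83.1 %, and 49.6 % on X from 84070294 to 84071072, against at least 76.4 %. On chromosome 14 (2253304 to 2254836), 5 (120779045 to 120780265) and 4 (120643975 to 120646142), testis had 55.5, 60.3 and 51.6 %, and the lowest of the other tissues had 87.4, 92.1 and 82.5 %. The smallest gaps, 25.3 and 25.1 points, were on chromosome 16 (81155846 to 81156574) and chromosome 15 (77535081 to 77536018).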

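Of the testis tDMIs, 81 had a lower level in testis than in all other tissues and 3 a higher level. Over these islands the level was 50.3 % ± 13.0 in testis and 87.1 % ± 17.8 on average in the other 9 tissues, with a difference of -36.8 ± 19.0 points (SD over islands). Table S8 as read here held fewer islands than the paper's 131 tDMIs. Among the islands it held, 38 were at least 25 points from all other tissues in testis, and 37 of these were lower.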

Almost all the testis-specific DMIs showed lower methylation levels than other somatic tissues. Certain “testis-specific antigen” genes, which contain CGIs not methylated in testis but methylated in all other somatic tissues, have been reported to be expressed only in testis [44]. One of the significantly correlated genes, bta-mir-202, was reported to be only expressed in testis and ovary of cattle [45]. Here, we also found it to be highly expressed in testis tissue but not in all other tissues. The average methylation level of the CG island was 52.11 % in BGA14 while in all the other tissues, the methylation levels ranged from 88.10 to 95.10 % (Fig. 3d). Thus, our results supported the negative correlation between a reduced CG island methylation and an increased expression of bta-mir-202 in the testis.

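The CG island of bta-mir-202 was taken to be the island on chromosome 26 of UMD3.1 from 25987649 to 25988586 (938 bp). Tables S5 and S6 give islands by position and transcript and not by this gene's name, and the island was found by its testis level, which equals the paper's 52.11 %, so that this level is no separate check of the paper's value. Its level in testis, the mean of 10 CG sites with 230 reads summed over the sites, was 52.1 %, and pooling these reads gave 51.3 % (interval 44.9 to 57.7 %). The other 9 tissues had 90.5 % ± 2.83 (SD over tissues), from 88.1 % in frontal cortex to 95.1 % in ileum, on 6 to 20 CG sites and 84 to 714 reads. Fisher's exact test of the pooled reads, two-sided, compared testis with each of these libraries and gave at most p = 7.24e-10 over the 9 comparisons, also after Benjamini-Hochberg adjustment. In these sums a read counts at each CG site it covers, and sites on one read are not independent. The interval is therefore likely too narrow and the p too small. Other sites are covered in each library. Of the 10 sites covered in testis, 4 were covered on the same strand in no other tissue and had a mean level of 26.5 %. Among these 4 is 25988213, with 0 % of 11 reads, where the other strand of the CG had 82.4 to 100 % in other tissues. At the other 6 sites testis had 69.2 % on 20 reads per site and was below every other tissue at each of the 6 sites. It was -23.7 ± 2.08 points from the other libraries (SD over these libraries), which leaves out the counting error of the testis level. The 6 sites lie between 25988167 and 25988208, so they may rest on the same reads and are not 6 separate checks. Expression was not analysed here. From the lower level in testis and the high expression found there, the paper states a negative correlation between reduced methylation of this CG island and increased expression of bta-mir-202 in testis.

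**Figure D3:**
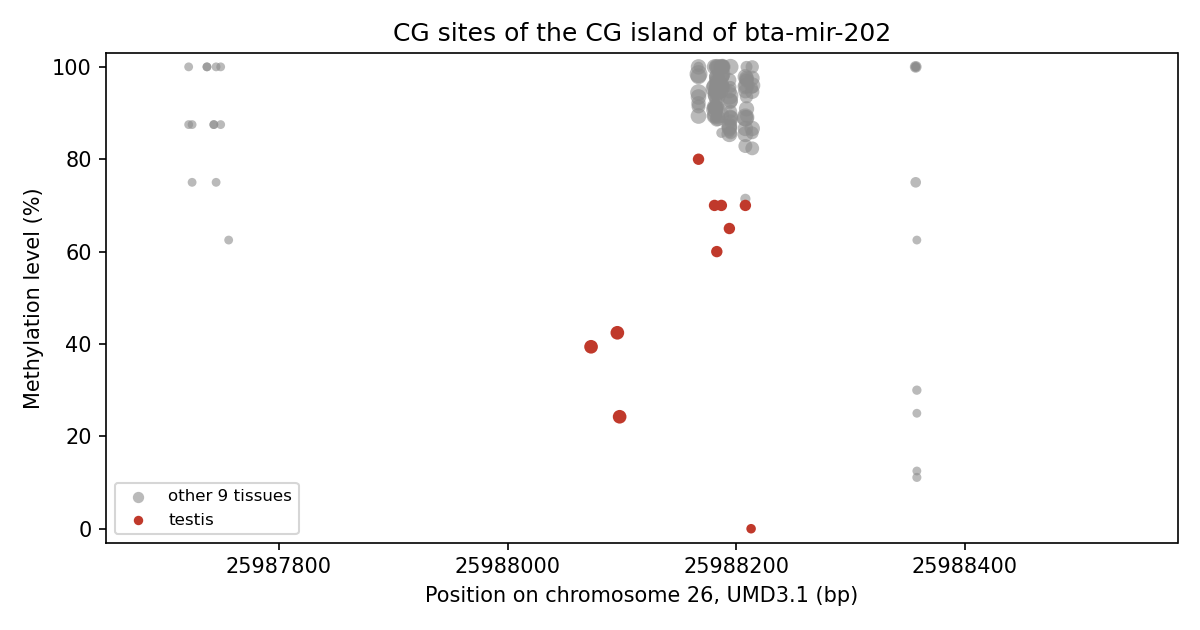
Methylation level (%, y-axis) of the CG sites of the island taken as that of bta-mir-202 by position on chromosome 26 (bp, x-axis), with red points for testis and grey points for the other 9 tissues, and larger points for more reads. The red points lie between 0 and 80 %, and 4 of them stand at positions where no other tissue has a CG site covered on the same strand.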

## Discussion

In this study, we constructed DNA methylation profiles of bovine somatic tissues at a single-base resolution using RRBS to provide foundational information for improving our understanding in this area. We found methylation patterns of cattle were similar to those of other species. For example, the mitochondrial genome was comparatively less methylated than the nuclear genome, and the repetitive sequences were highly methylated. The global CG methylation levels detected ranged from 29.87 to 38.06 % among the ten diverse cattle tissues sampled, which were lower than data from pig using RRBS (approximately 40–50 %) [29, 30]. Additionally, a previous study of cattle placenta using WGBS showed the lowest methylation level among all of the mammals they compared [32]. It should be noted that the global methylation level reported by RRBS largely depends on the fraction of DNA methylation within the subset of the genome assessed. The CG island was generally less methylated than the non-CG island [42]. RRBS focuses on the CG-enriched regions which are mostly located in the CG islands [17, 34]. Therefore, the global methylation level reported by RRBS is largely determined by the ratio of detected CGs in CGI regions and non-CG island regions. It is important to point out that RRBS only reports on a small subset of the genome, and more extensive studies like WGBS are needed to confirm these initial RRBS results.

Among the three DNA methylation contexts, CG undoubtedly plays the dominant role in mammals [1]. In the cattle genome, the CG context was the primary contributor to DNA methylation and comprised over 90 % of the DMCs. Among the cytosines detected, 75 % belonged to non-CG contexts which had long been recognized as rarely methylated in mammalian somatic tissues (Fig. 1b). We found that over 10 % of possible cytosine positions within non-CG contexts could be detected as methylated nonredundantly by count, but they were mainly enriched at a low methylation level in cattle somatic tissues. 

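The deposited files give for each cytosine a number of reads that would arise as methylated reads by chance with the probability given beside it, at an error rate of 1 % per read under the binomial distribution. Of the 1399430 non-CG positions covered in at least 1 tissue, 16522 (1.18 %, interval 1.16 to 1.20 %) had at least this number of methylated reads in at least 1 tissue. Within single tissues the share was from 0.715 % in testis to 1.48 % in ileum. The methylation level of these positions, averaged over tissues, had a median of 25.0 %, with 41.1 % of them below 20 % and 21.7 % above 80 %. When any methylated read was counted, a definition chosen after the data had been seen, 281503 positions (20.1 %) had at least 1 in at least 1 tissue.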

During early embryo development, mammalian genomes undergo a few waves of nearly complete demethylation and remethylation, and DNA methylation statuses differ across tissues and developmental stages [46, 47]. In cattle, the non-CG methylation levels in ten somatic tissues were lower than that in oocytes. We failed to find that non-CG methylation was correlated with the CG methylation in somatic tissues. It is possible that due to the low methylation level of the non-CG, we could not detect changes as observed for the CG methylation levels in the genic and CG island intervals. It is also noted that complete 100 % bisulfite conversion is difficult to achieve without severely degrading DNA. Our data could overestimate non-CG methylation levels and therefore should be treated with caution when used as a reference in future studies. In a pig methylation study, lower methylation was similarly found at the TSS and 5′ end of the gene, however, no obvious methylation difference was found between gene body and non-gene body [30]. The standard model for DNA methylation in mammals is that *de novo* methyltransferases DNMT3a/3b establish the methy-CG landscape in the genome and DNMT1 maintains the CG methylation from the parental strand to the daughter strand at replication forks [20, 21]. However, unlike the CGs, a non-CG motif does not always have a symmetric corresponding non-CG counterpart on the other strand. The proposed “two-step” model cannot fully explain non-CG methylation [10, 22]. Therefore, the non-CG might be mediated by a distinct mechanism as compared to the CGs.

DNA methylation is important for gene expression and plays a critical role in tissue-specific processes [48]. Previous studies focused on the CG context and, thus, the function of non-CG methylation remains unclear [14]. Even though the methylated non-CGs were sparsely distributed within the cattle genome and the global methylation level was low, there were some non-CGs with high methylation levels and differential methylation among tissues. Here, we included the non-CG context when we examined the DMCs. Among the DMCs, we found 611 sites belonging to non-CG context. Correlation analysis also detected 14 non-CG methylations that were significantly associated with gene expression. This implied that the non-CG methylation, along with the CG methylation, may participate in regulating tissue development in cattle. Besides DMCs, we also detected DMIs because most of the differentially methylated CGs were clustered and showed similar distribution among the ten diverse tissues. In the promoter regions, DNA methylation is associated with gene silencing while its function in gene bodies is still controversial [38, 49, 50]. This was supported by our results in which DNA methylation in the upstream 1500-bp regions of TSS showed largely negative correlation with gene expression, while DNA methylation in gene bodies showed a mixed trend. Additionally, a large percentage of DMCs and DMIs were far away from annotated genes. This does not mean that they did not contribute to the tissue differences. A minor reason for this observation may be related to incomplete gene annotation in the cattle genome. Several previous studies support the so-called “orphan CGIs” exhibiting a high degree of tissue-specific methylation regulating gene expression indirectly [51]. Thus our result provided a rich data set of DMCs and DMIs potentially involved in cattle tissue development. It is important to note that due to low methylation levels in the non-CG context (1 to 2 %) and incomplete bisulfite conversion rates (0.45 to 0.97 %), our result and conclusion about methylation in non-CG contexts should be interpreted with caution. Future WGBS experiments with deep coverage are warranted.

## Conclusions

In summary, this study provided baseline methylation profiles for selected cattle genomic regions at a single-base resolution. We characterized the DNA methylome and assessed DNA methylation patterns in ten diverse cattle somatic tissues. We reported many DMCs and DMIs across different tissues and detected a subset correlated with gene expressions. Our study contributes to the understanding of cattle DNA methylation patterns and provides foundational information for further investigations.

## Methods

### Tissues and data collection

The tissues were snap frozen in liquid N_2_ immediately after excision and kept at −80 °C until use. We selected ten tissues including skeletal muscle near ceasarian, whole testes, mammary gland/parenchyma, uterus (intercaruncular), frontal cortex, abomasum, ileum, rumen, nucleated blood cells and d 90 lactating mammary gland (Additional file 1: Table S1). They were coded as BGA13, BGA14, BGA19, BGA22, BGA47, BGA60, BGA62, BGA81, BGA135 and BGA173, respectively, according to the previous Bovine Gene Altas study [37]. The WGBS data for cattle oocyte were downloaded from NCBI GEO dataset under accession number GSE63330. Using a similar collection of tissues as described by Harhay et al. [37], RNA-Seq data were generated on the Illumina HiSeq2000 platform (Illumina, San Diego, CA) using the single end (SE) 100 chemistry. RNA-Seq datasets (at least 2 Gb each) for eight of the ten selected tissues were used for further analysis (Table 1).

### Library construction and sequencing

Genomic DNA for each tissue was isolated according to the QIAamp DNA Mini Kit protocol (QIAGEN, Valencia, CA). RRBS libraries were constructed according to the manufacturer’s instructions. In detail, 3 μg of genomic DNA was digested with the methyl insensitive *MspI* enzyme (CCGG site) at 37 °C for 16 h for each sample. The digested DNA products were purified using the QIAquick PCR Purification Kit (QIAGEN) and single A nucleotides were added to the blunt-end, which were then ligated to a methylated adapter with T overhangs. Ligated products corresponding to DNA fragments 150–400 bp long were isolated and purified using 2.5 % agarose gel electrophoresis. The recovered DNA was treated with the EZ DNA Methylation-Gold Kit (Zymo Research Corp., Irvine, CA) for the bisulfite conversion. DNA with known methylation level was used as a spike control, and all conversion rates were >99 %, ranging from 99.07 to 99.45 % (Table 1). The bisulfite-converted DNA was finally amplified by PCR to construct the RRBS libraries. The Agilent 2100 bioanalyzer instrument (Agilent DNA 1000 Reagents, Agilent, Santa Clara, CA) and real-time quantitative PCR (qPCR, TaqMan Probe) were used to quantitate and quantify the RRBS libraries, respectively. The qualified libraries were amplified on cBot to generate the cluster on the flowcell (TruSeq PE Cluster Kit V3-cBot-HS, Illumina). The HiSeq 2000 system (Illumina) was uses for paired-end sequencing with a 49-bp read length.

### Reads alignment and bioinformatics analysis

Raw sequencing data were processed by an Illumina base-calling pipeline. Raw reads were trimmed for Q score of 20 as the minimum, removing the adapter sequences and multiple N reads. Clean reads were then aligned to the modified cattle reference genome (UMD3.1) by a modified pipeline based on SOAPaligner (version 2.21) in BGI-Shenzhen (Shenzhen, China) as describe previously [52–54]. This modified pipeline ignores all C to T conversions induced by bisulfite treatment and uses three nucleotides alignment strategy and is similar to other bisulphite sequencing alignment software. Only the cytosines with at least eight reads coverage were used for further analysis. We used R (version 3.1.1) script to perform the following statistical analysis [55] . The methylation level of each cytosine site was calculated as the percentage of methylated cytosines to the total cytosines. The methylation levels of each genome feature were defined as the average methylation level of all the annotated cytosines. Only the genes in the RefSeq database were used in the methylation analysis of genic regions to improve the accurate of the genic methylation evaluation. For DMIs, we only kept the CG islands with five or more detected CG sites. We then used the average value of these detected CG sites to represent the whole CG island’s methylation level. The methylKit R package was used to detect DMCs and DMIs with cutoff value of 25 % methylation difference (*q*-value < 0.01) [56]. GO analysis was performed by using the protein IDs to quarry gene ontology terms in AgriGo website software with Fisher’s exact test (http://bioinfo.cau.edu.cn/agriGO/) [57].

### PCR-Sanger sequencing validations of the RRBS results

We performed experimental validations of RRBS results for 66 CG sites distributed in four tissues (whole testes, frontal cortex, ileum and rumen). The primer information can be seen in Additional file 1: Table S9. Three PCR primer pairs were designed using MethPrimer (http://www.urogene.org/cgi-bin/methprimer). The genomic DNA was treated with the EZ DNA Methylation-Gold Kit (Zymo Research Corp.) to apply for bisulfite conversion. PCR was performed in a 25-μl reaction volume according to the Taq DNA polymerase manufacturer’s instructions (QIAGEN instruction (QIGEN, Taq PCR Master Mix Kit). PCR products were purified using QIAquick PCR Purification Kit (QIAGEN) and cloned into T-vector, which was then transformed into *E. coli*. We selected approximately 20 single clones for each PCR product for Sanger sequencing.

### RNA-Seq data and WGBS data analysis

All the collected raw data (RNA-seq and WGBS) were filtered for removing the adapter sequences, contamination and low-quality reads, and the clean reads were aligned to the modified cattle reference genome (UMD3.1). For RNA-Seq data, we applied Tophat (Version 2.0.13) and Cufflink (Version 2.2.1) protocols according to the previously published paper using the default parameters [58]. For WGBS data of oocytes, we aligned the clean reads on the two modified references with Bismark (Version 0.14.5) using Bowtie 2 which allowed no mismatch [59]. Only uniquely aligned reads were used to determine the methylation status. The methylation status were extracted using the Bismark methylation extractor with optional genome-wide cytosine report output.

## Additional files

Additional file 1: Table S1. Tissue samples used in the RRBS analysis. **Table S2.** RRBS validation results. **Table S3.** Different methylated cytosine information. **Table S4.** Significantly correlated DMCs and gene information. **Table S5.** Different methylated CpG island information. **Table S6.** Significantly correlated DMIs and gene information. **Table S7.** Tissue-specific different methylated cytosine information. **Table S8.** Tissue-specific different methylated CpG island information. **Table S9.** Primers used for validation of RRBS results. (XLS 2962 kb)
Additional file 2: Figure S1. Distribution for the percentage of cytosine with 2 to 11 reads. **Figure S2.** Methylation of different methylation contexts for cattle somatic tissues. (a) CG percentages with different methylation levels; (b) CHG percentages with different methylation levels; (c) CHH percentages with different methylation levels. Note: the error bar represents the standard deviation among the 10 tissues. **Figure S3.** Correlation analysis of CG and non-CG methylation using 1-Mb non-overlapping windows for oocyte overlapped with the RRBS data. Note: Only the cytosines that overlapped with the RRBS data in oocyte WGBS were used for plotting. **Figure S4.** Methylation levels for different genomes. Note: the error bar represents the standard deviation among the 10 tissues. **Figure S5.** Methylation levels for different repetitive sequences. Note: the error bar represents the standard deviation among the 10 tissues. **Figure S6.** Methylation distributions of the 3 methylation contexts in genic regions and CG islands for oocyte overlapped with the RRBS data. **Figure S7.** Autocorrelation analysis for different methylation contexts on genome. Chr1 was used to calculate the correlation of different methylation contexts with different distances. Note: all figures for somatic tissues were from the merged data after examining results individually that did not show differences between them. **Figure S8**. CG island methylations in cattle somatic tissues. (a) Average methylation levels of CG islands, CG island shores and non-CG island regions. (b) Distribution of CG islands at different methylation levels. (c) CG island methylation levels within every window of 10 % length of all chromosomes. The x-axis is the interval of all chromosomes from 5′ to 3′. **Figure S9.** Clustering of 10 tissues based on 131 tissue-specific DMIs (tDMIs). (PDF 896 kb)

## Abbreviations

DMC: Differentially methylated cytosine
DMI: Differentially methylated CG island
FAANG: The Functional Annotation of Animal Genome project
GO: Gene ontology
LINE: Long interspersed nuclear element
LTR: Long terminal repeat
MBD-seq: Methyl-binding domain sequencing
MeDIP-seq: Methylated DNA immunoprecipitation combined with high-throughput sequencing
RRBS: Reduced representation bisulphite sequencing
SINE: Long interspersed nuclear element
tDMC: tissue-specific DMC
tDMI: tissue-specific DMI
TSS: Transcription start site
WGBS: Whole genome bisulfite sequencing

# Supplementary material for: Reduced representation bisulphite sequencing of ten bovine somatic tissues reveals DNA methylation patterns and their impacts on gene expression
**Source:** BMC Genomics. 2016 Oct 6;17:779. doi: 10.1186/s12864-016-3116-1
**Supplement:** Additional file 2: Figure S1. — Distribution for the percentage of cytosine with 2 to 11 reads. Figure S2. Methylation of different methylation contexts for cattle somatic tissues. (a) CG percentages with different methylation levels; (b) CHG percentages with different methylation levels; (c) CHH percentages with different methylation levels. Note: the error bar represents the standard deviation among the 10 tissues. Figure S3. Correlation analysis of CG and non-CG methylation using 1-Mb non-overlapping windows for oocyte overlapped with the RRBS data. Note: Only the cytosines that overlapped with the RRBS data in oocyte WGBS were used for plotting. Figure S4. Methylation levels for different genomes. Note: the error bar represents the standard deviation among the 10 tissues. Figure S5. Methylation levels for different repetitive sequences. Note: the error bar represents the standard deviation among the 10 tissues. Figure S6. Methylation distributions of the 3 methylation contexts in genic regions and CG islands for oocyte overlapped with the RRBS data. Figure S7. Autocorrelation analysis for different methylation contexts on genome. Chr1 was used to calculate the correlation of different methylation contexts with different distances. Note: all figures for somatic tissues were from the merged data after examining results individually that did not show differences between them. Figure S8. CG island methylations in cattle somatic tissues. (a) Average methylation levels of CG islands, CG island shores and non-CG island regions. (b) Distribution of CG islands at different methylation levels. (c) CG island methylation levels within every window of 10 % length of all chromosomes. The x-axis is the interval of all chromosomes from 5′ to 3′. Figure S9. Clustering of 10 tissues based on 131 tissue-specific DMIs (tDMIs).

**Figure S1.** Distribution for the percentage of cytosine with 2 to 11 reads.

**Figure S2.** Methylation of different methylation contexts for cattle somatic tissues. (a) CG percentages with different methylation levels; (b) CHG percentages with different methylation levels; (c) CHH percentages with different methylation levels. Note: the error bar represents the standard deviation among the 10 tissues.

**Figure S3.** Correlation analysis of CG and non-CG methylation using 1-Mb non-overlapping windows for oocyte overlapped with the RRBS data. Note: Only the cytosines that overlapped with the RRBS data in oocyte WGBS were used for plotting.

**Figure S4.** Methylation levels for different genomes. Note: the error bar represents the standard deviation among the 10 tissues.

**Figure S5.** Methylation levels for different repetitive sequences. Note: the error bar represents the standard deviation among the 10 tissues.

**Figure S6.** Methylation distributions of the 3 methylation contexts in genic regions and CG islands for oocyte overlapped with the RRBS data.

**Figure S7.** Autocorrelation analysis for different methylation contexts on genome. Chr1 was used to calculate the correlation of different methylation contexts with different distances. Note: all figures for somatic tissues were from the merged data after examining results individually that did not show differences between them.

**Figure S8.** CG island methylations in cattle somatic tissues. (a) Average methylation levels of CG islands, CG island shores and non-CG island regions. (b) Distribution of CG islands at different methylation levels. (c) CG island methylation levels within every window of 10% length of all chromosomes. The x-axis is the interval of all chromosomes from 5' to 3'.

**Figure S9.** Clustering of 10 tissues based on 131 tissue-specific DMIs (tDMIs).

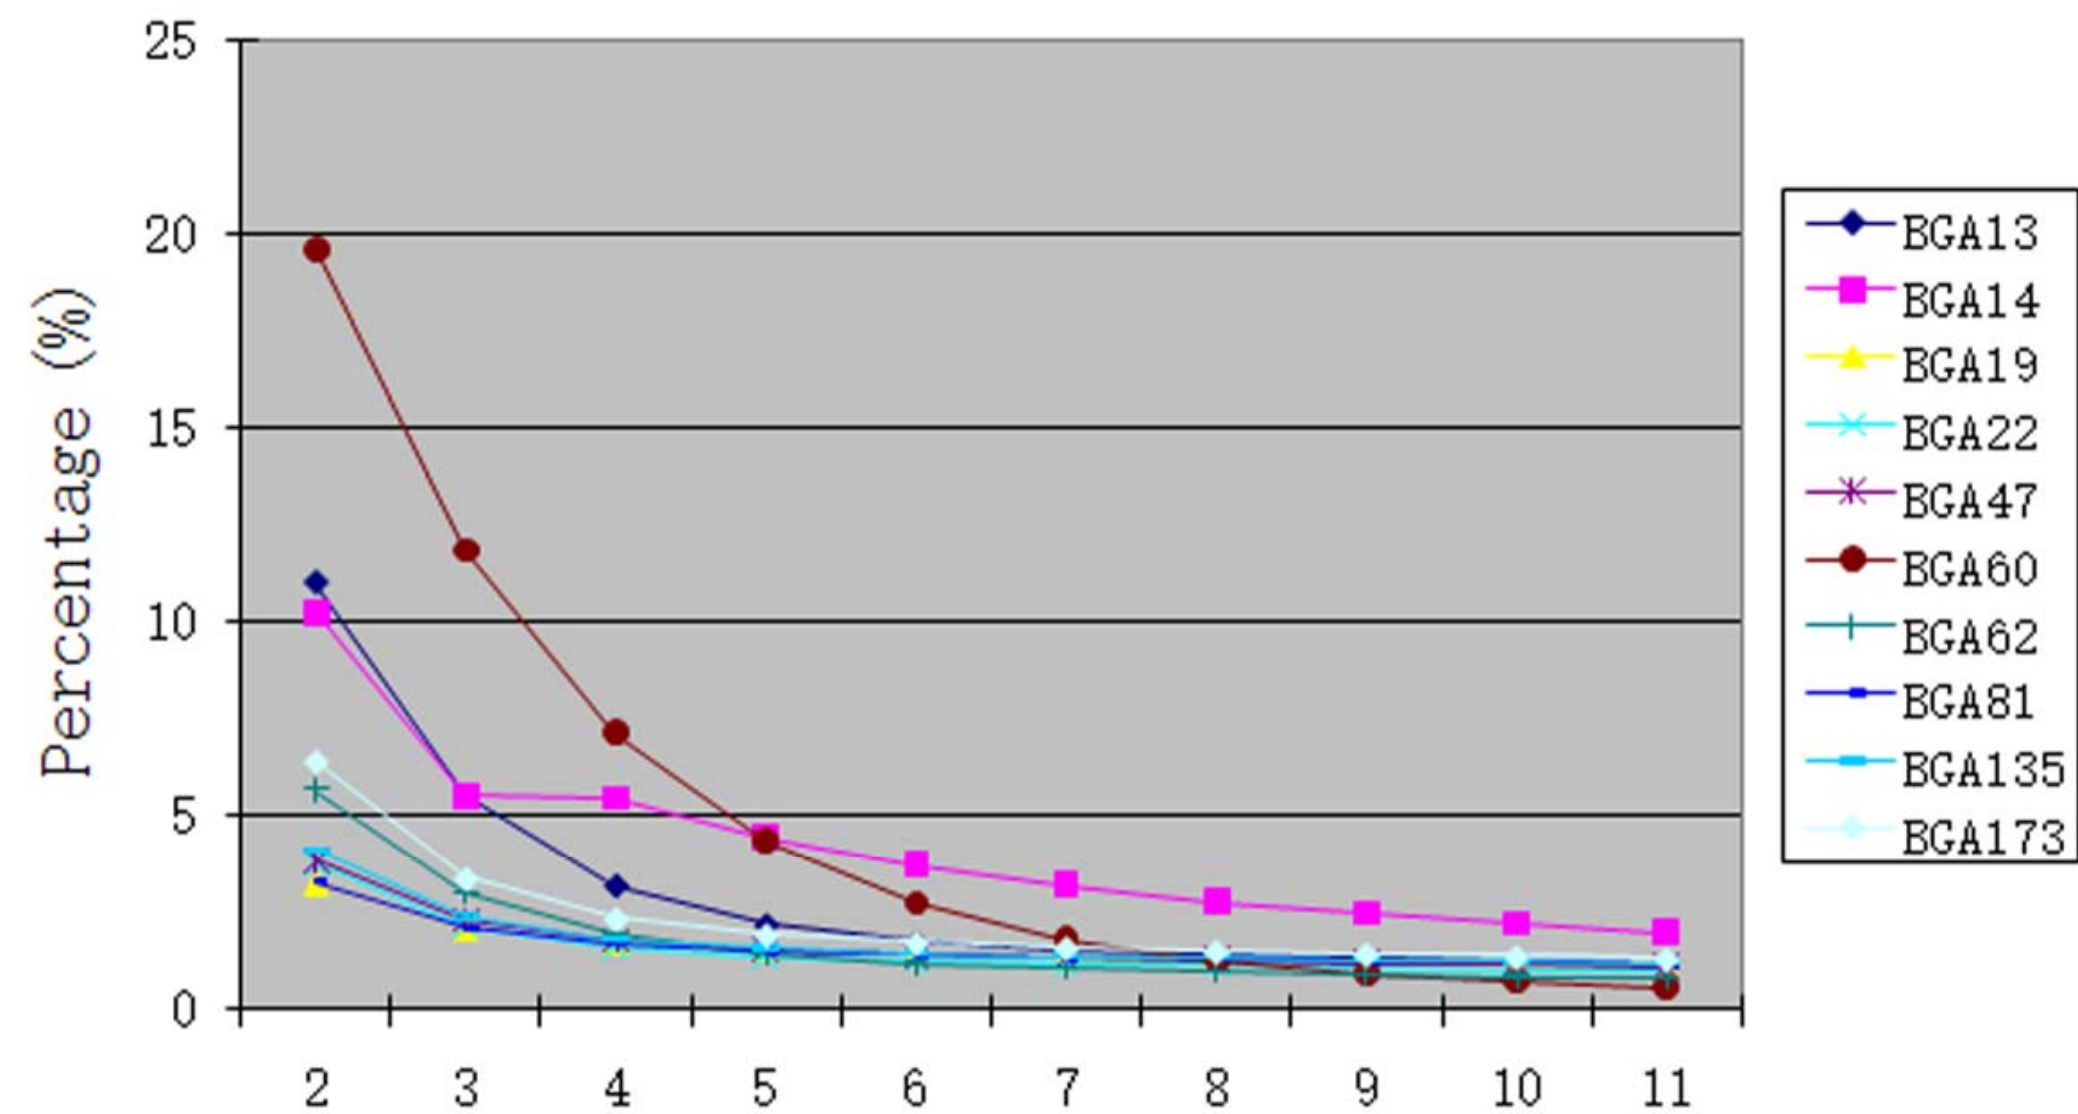

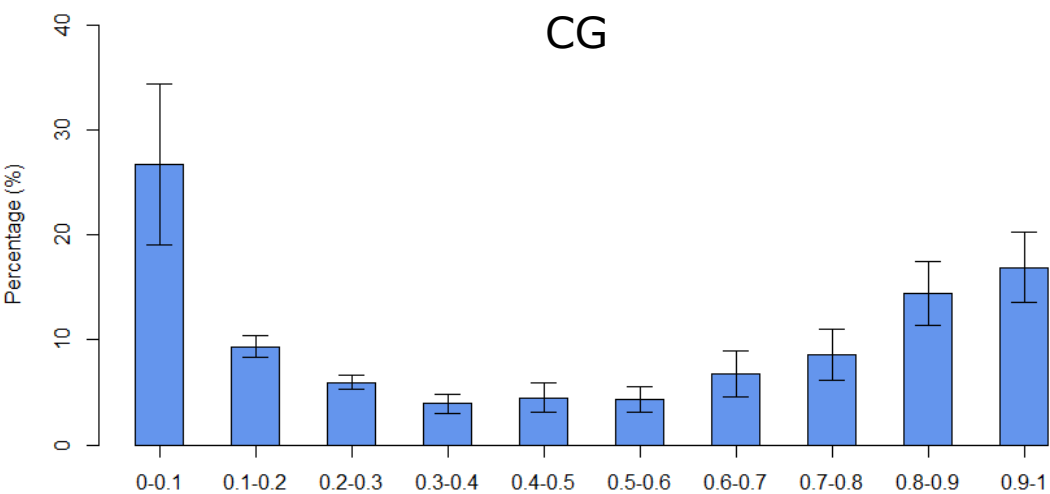

(a)

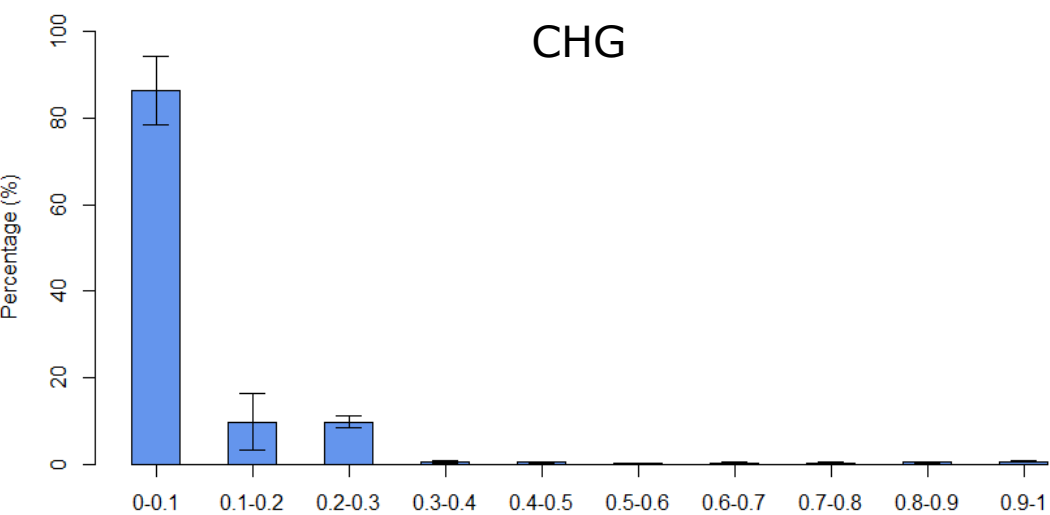

(b)

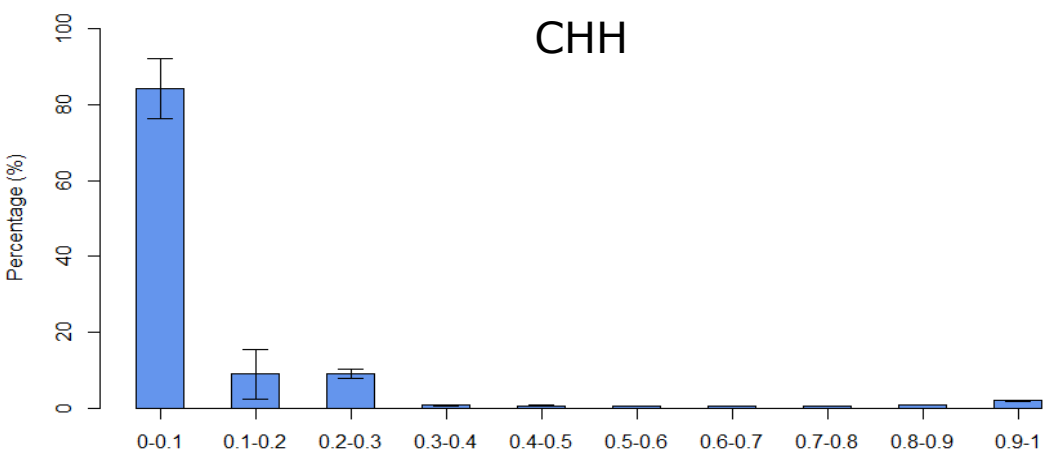

(c)

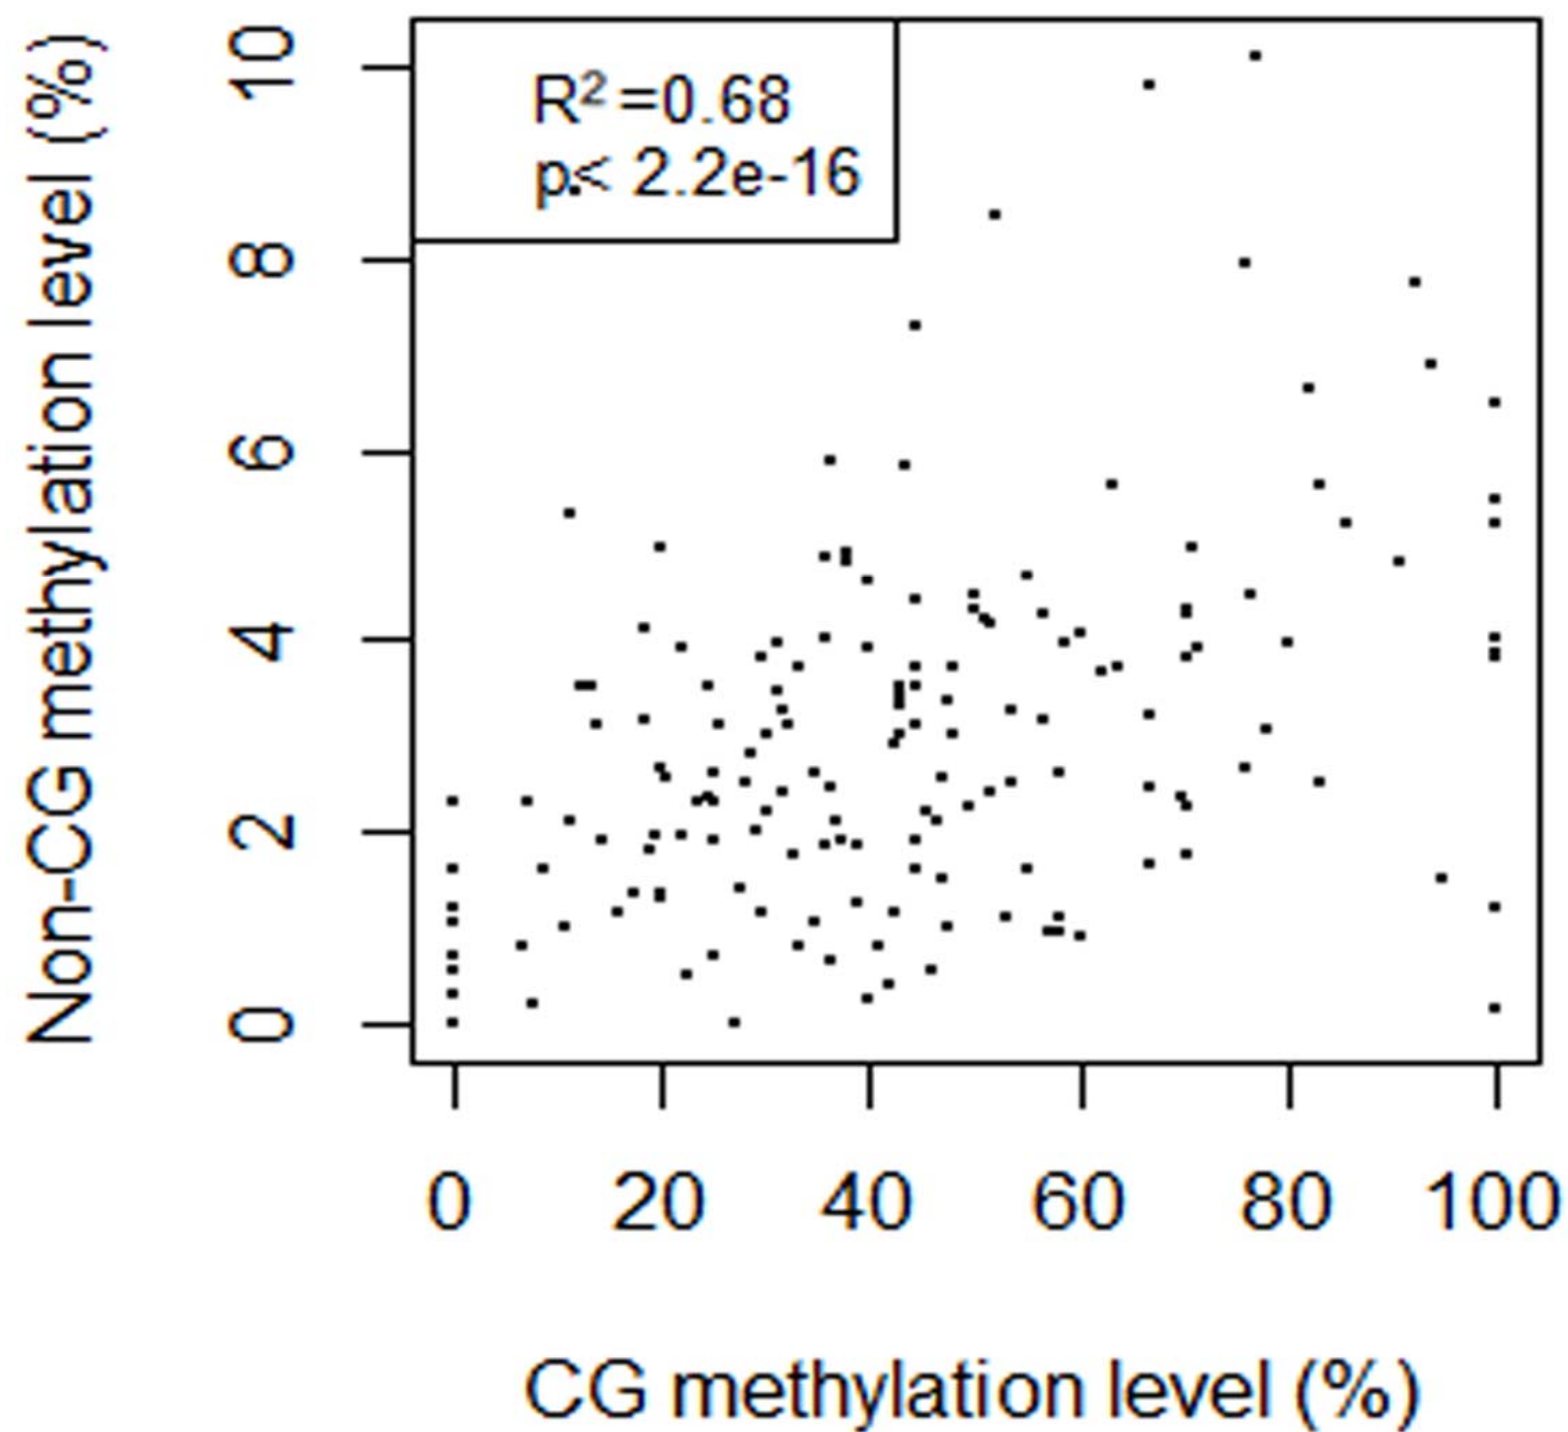

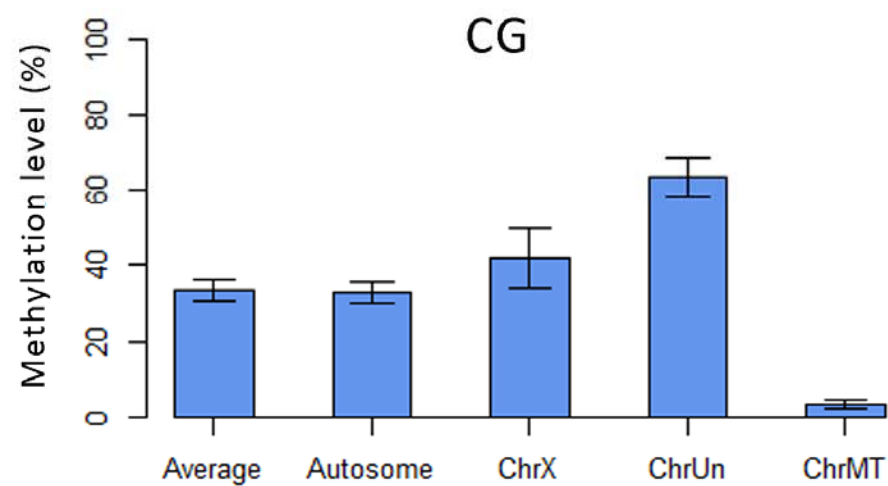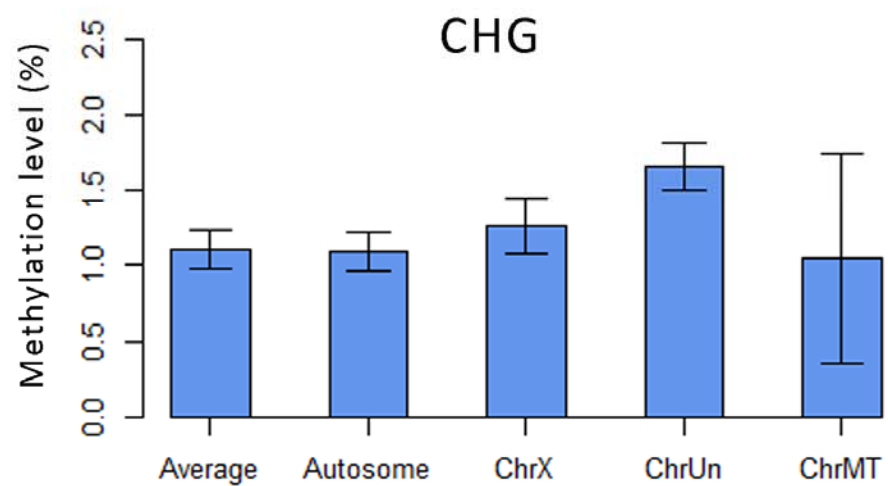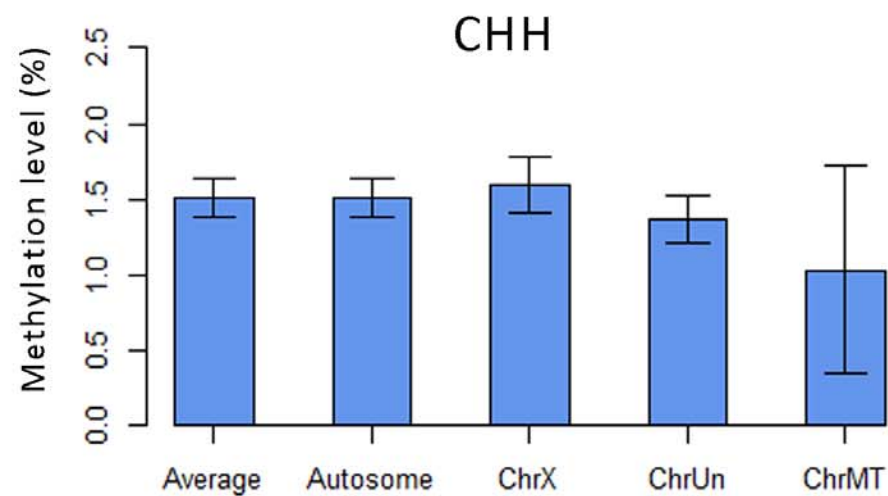

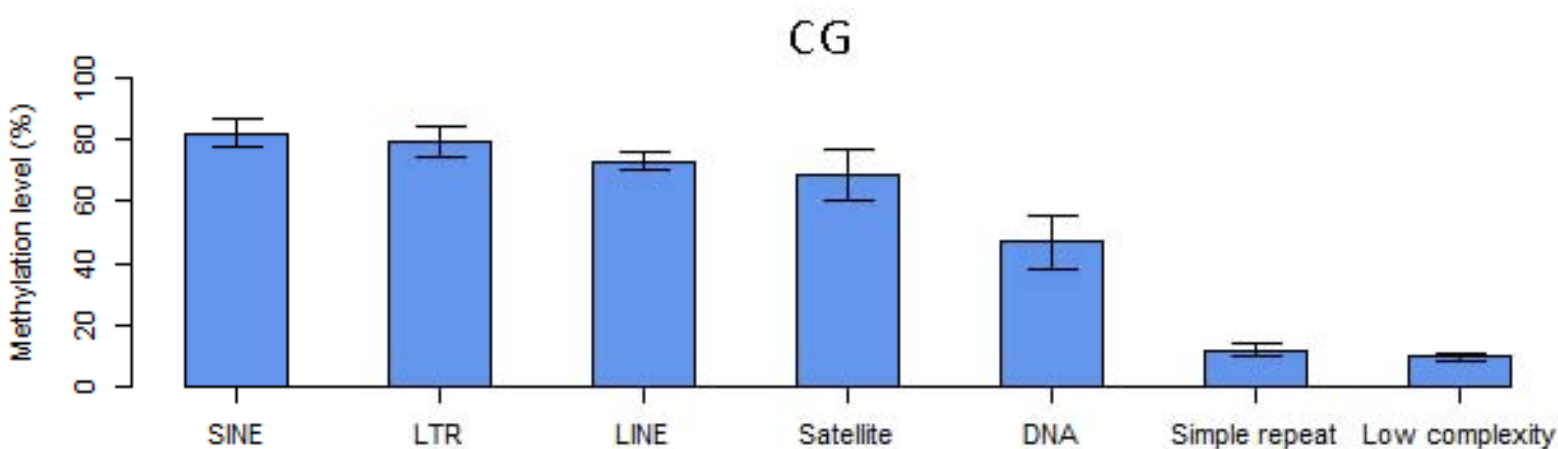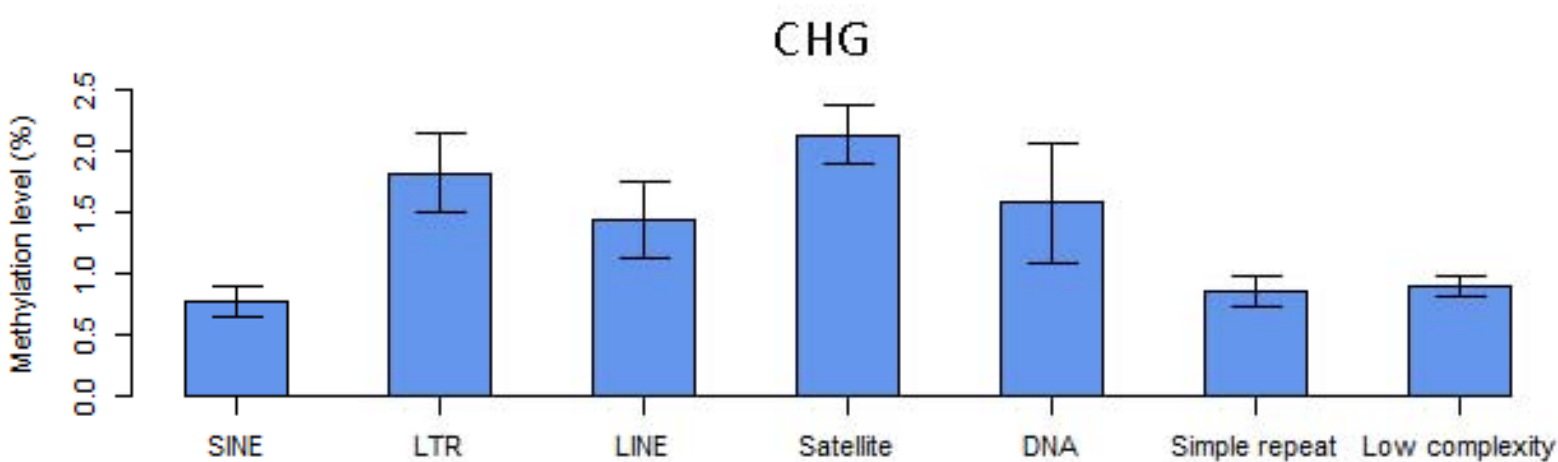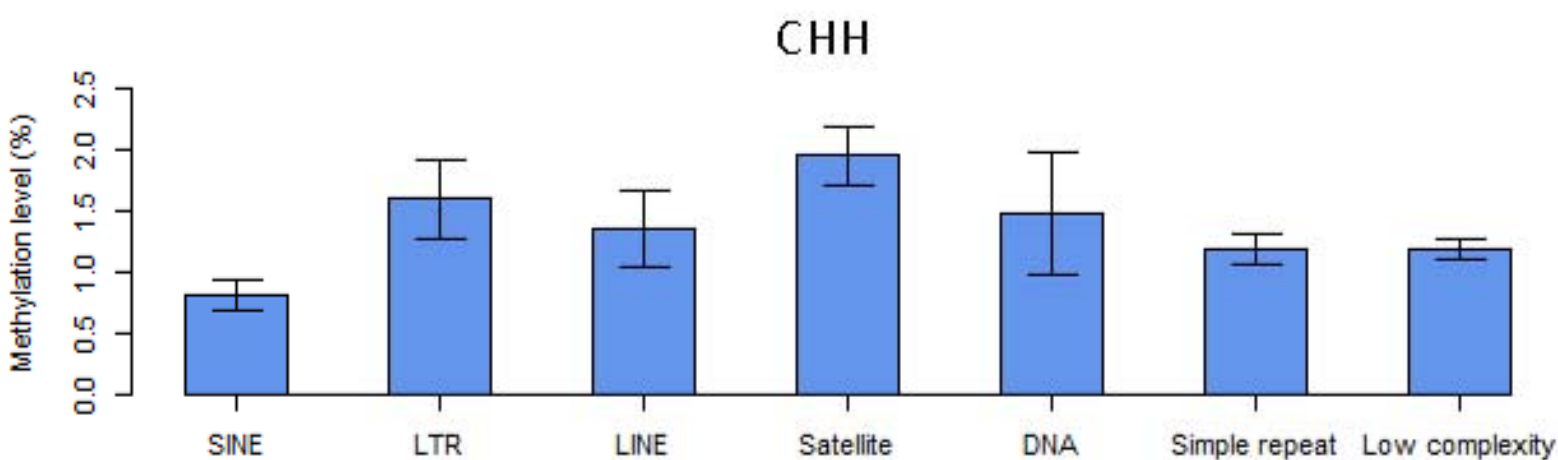

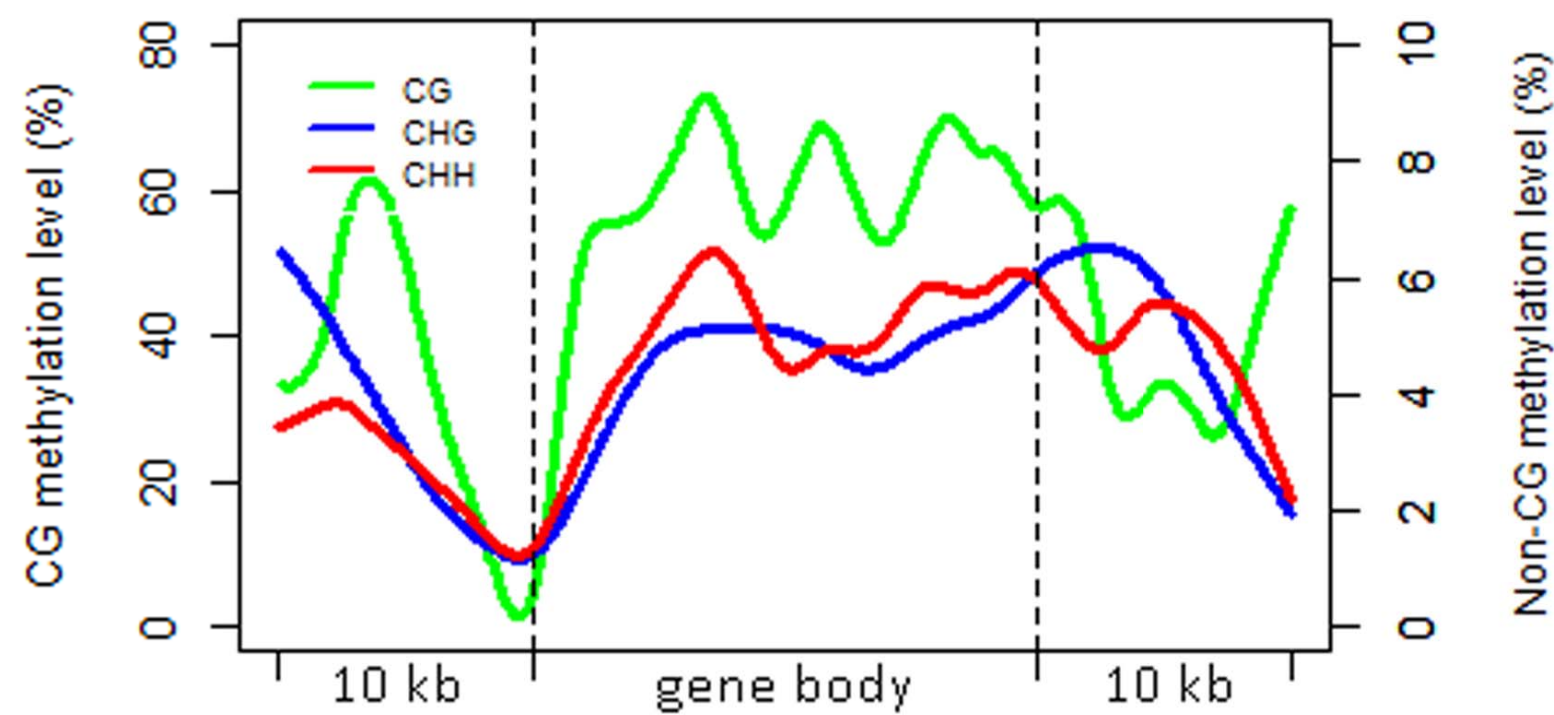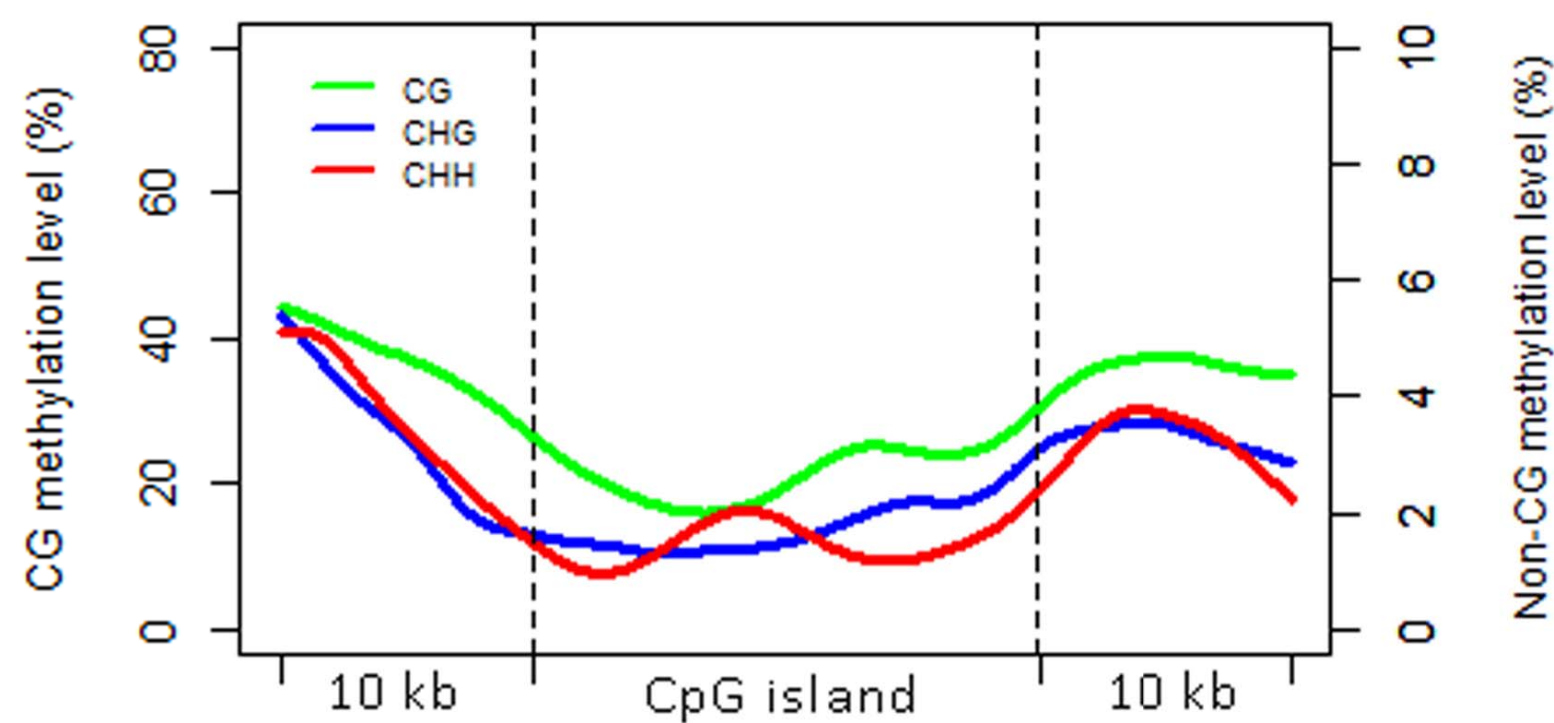

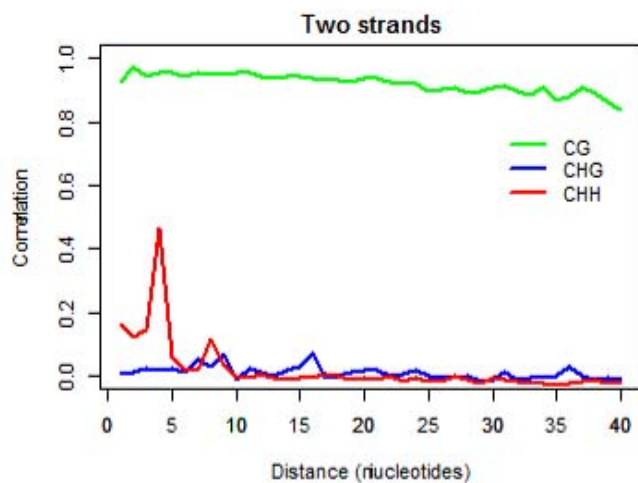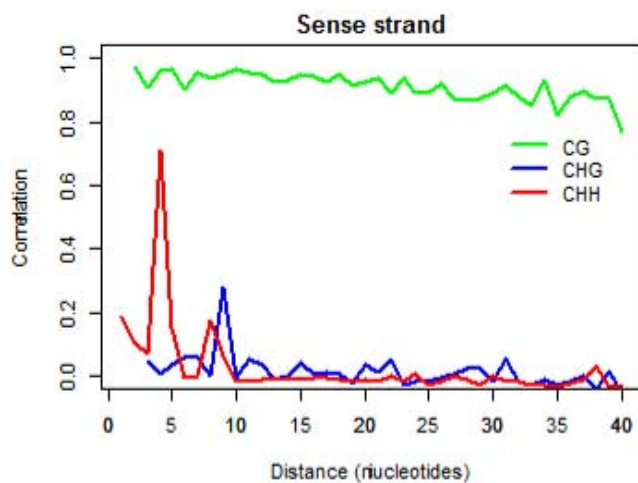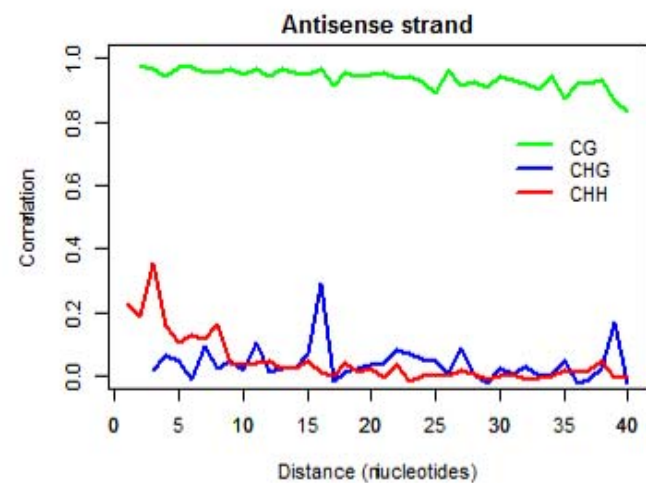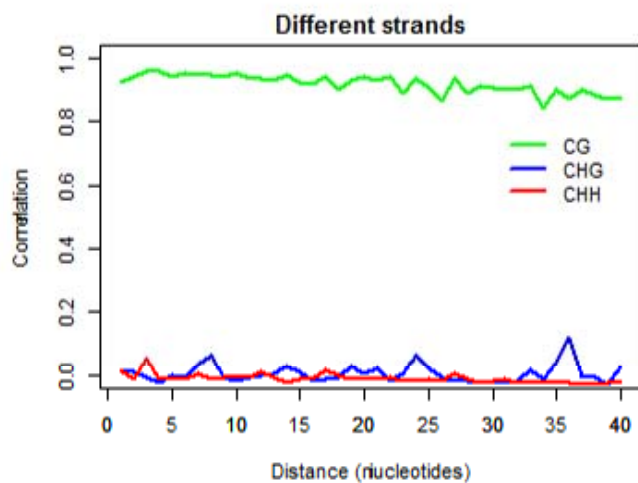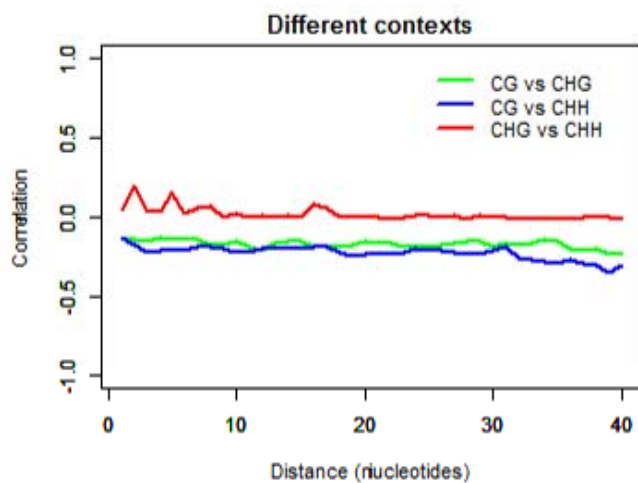

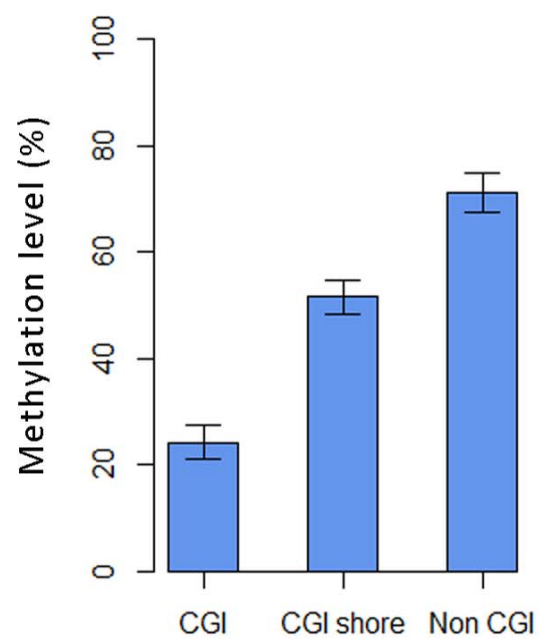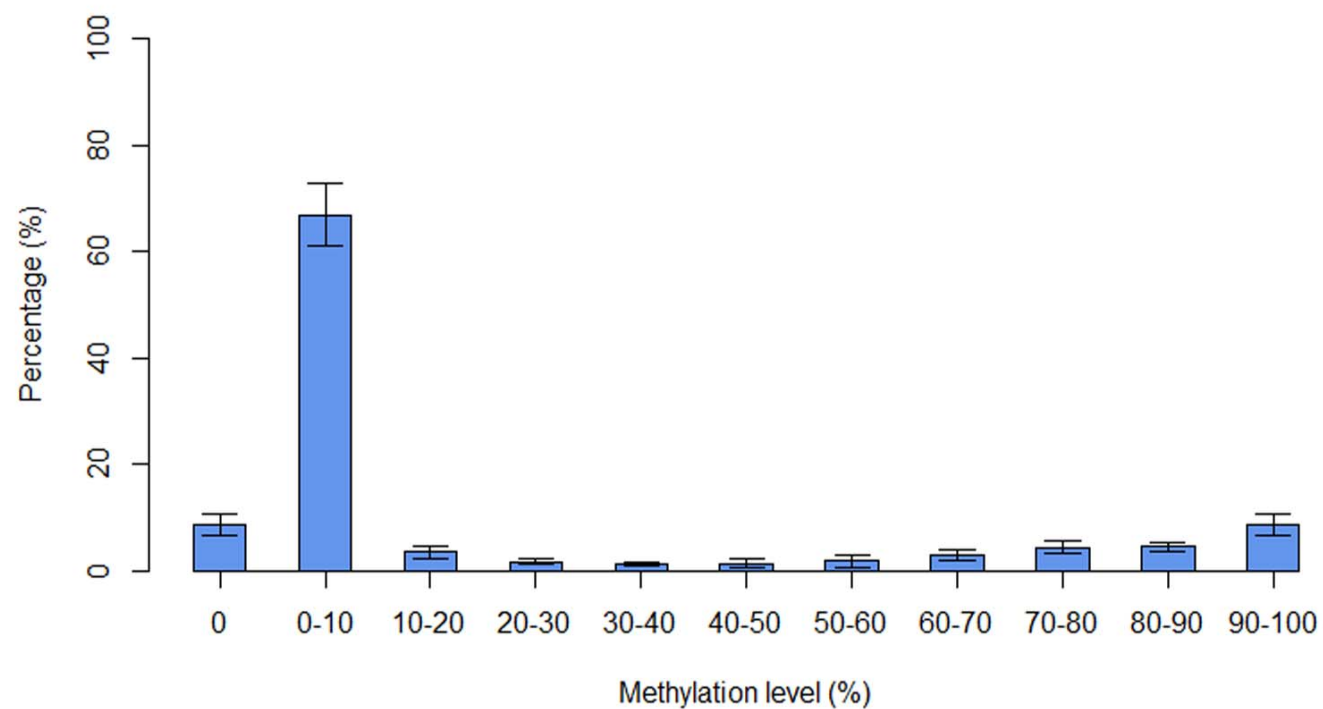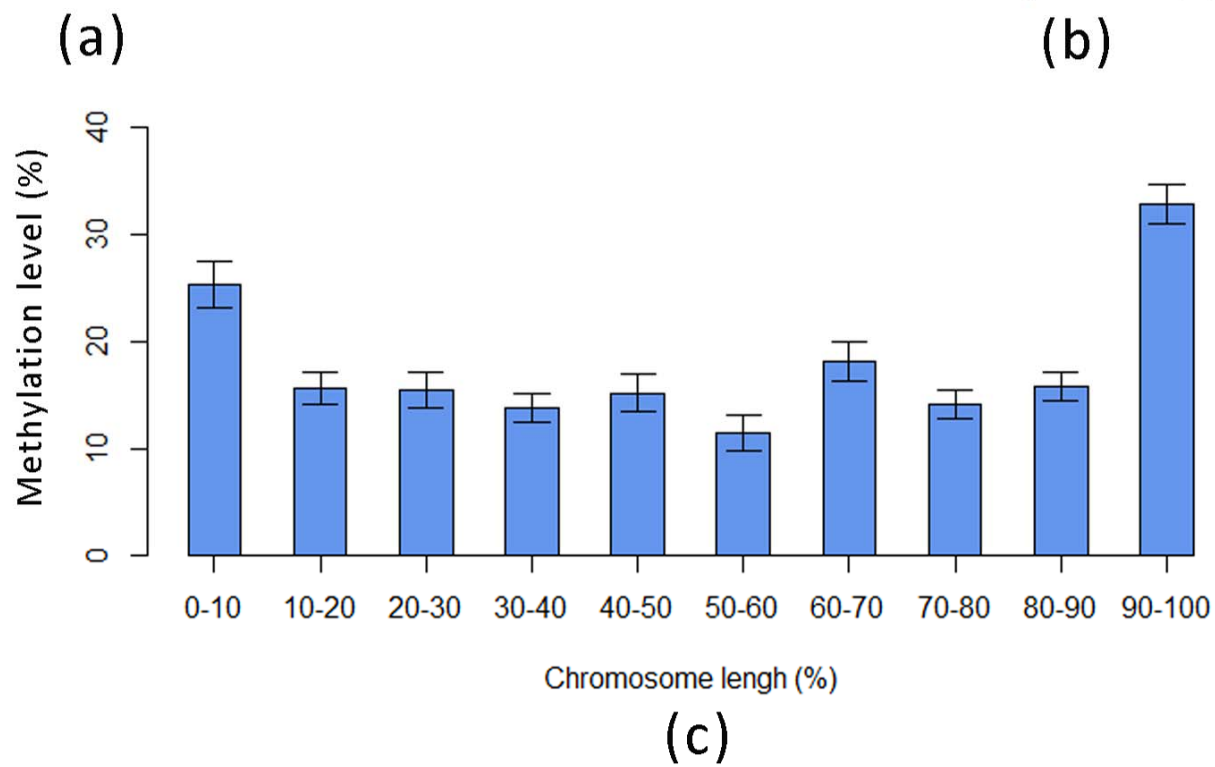

Color Key

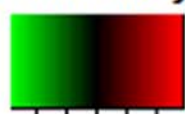

-2 0 2

Row Z-Score

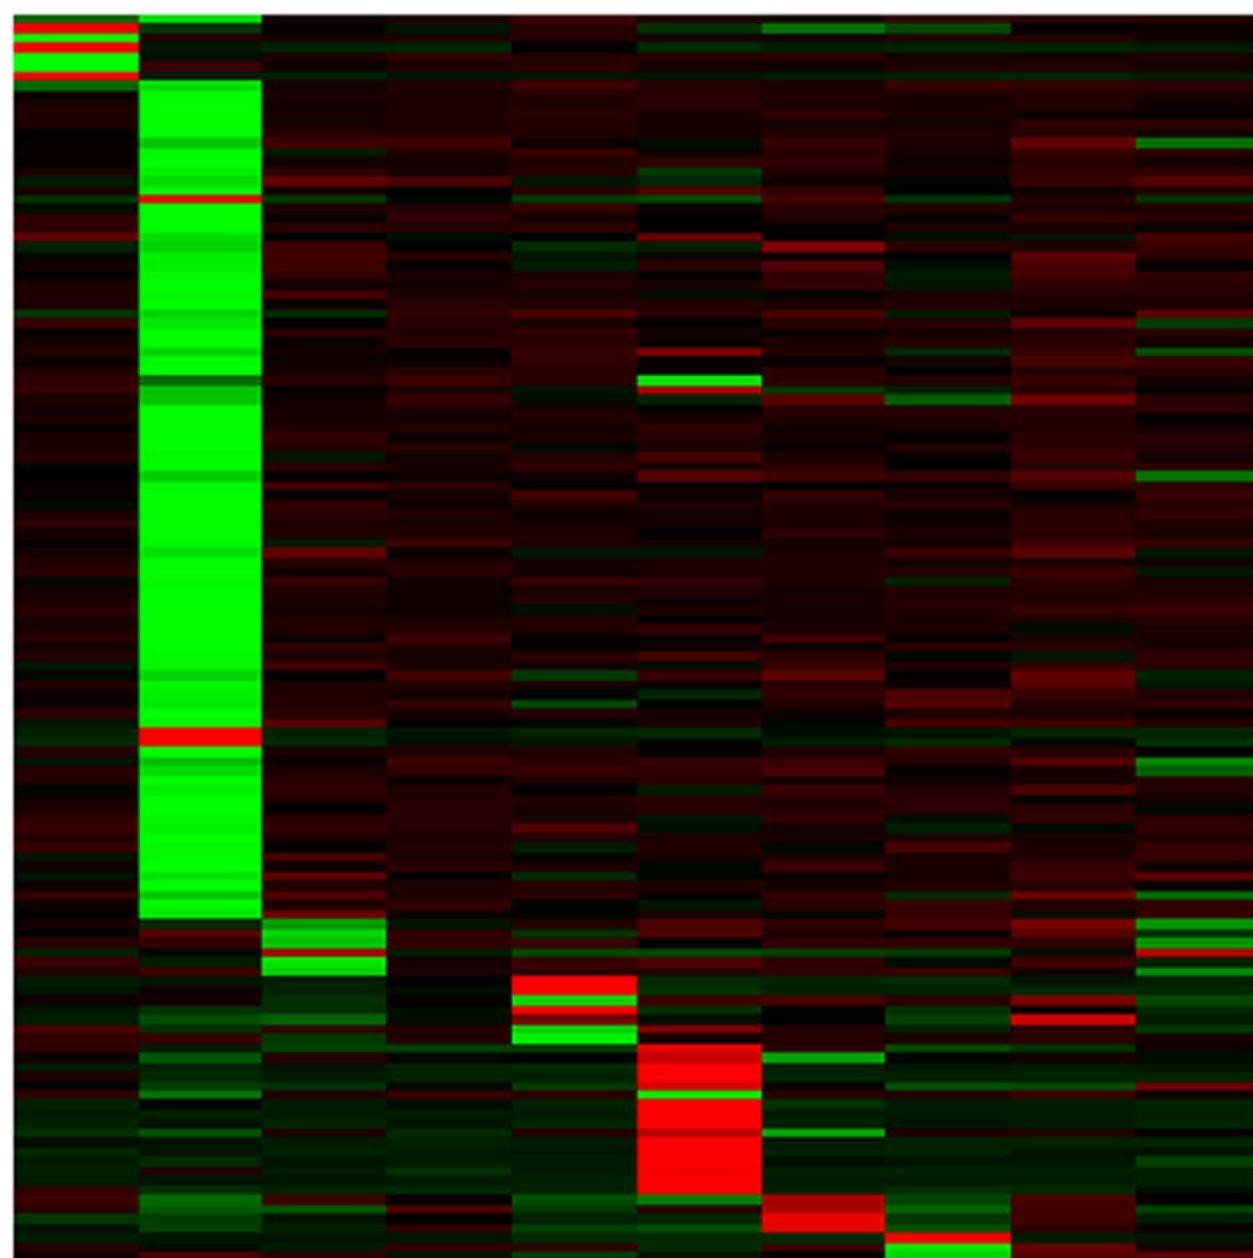

BGA13

BGA14

BGA19

BGA22

BGA47

BGA60

BGA62

BGA81

BGA135

BGA173

How the deposited data were processed for this re-analysis (not part of the article)

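DNA methylation was measured by RRBS in 1 library from each of 10 bovine tissues, and the tissue, sex and stage of each library were taken from the sample labels and Table S1. The authors trimmed the reads, aligned them to UMD3.1 with a modified pipeline based on SOAPaligner and kept uniquely mapped reads. For each cytosine with at least 8 reads the authors deposited the number of reads on its strand as a count without normalization, which appears capped at the same highest value in every library. The methylation level was deposited as a fraction, methylated reads over all reads. The authors also deposited, for each cytosine, a number of reads and a p-value, with its FDR, that is below 0.01 at every cytosine. The paper's text does not describe these columns, and their meaning was worked out from the values: the p-value is the binomial probability of at least that number of methylated reads at an error rate of 0.01.

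Methylated reads were recovered as the level multiplied by the reads, which was a whole number at every cytosine. No filter was added to the minimum of 8 reads. Levels were averaged over cytosines within a tissue without weighting. DMCs were called by Fisher's exact test on the reads of each of the 45 pairs of tissues, with Benjamini-Hochberg adjustment within a pair, q below 0.01 and a difference of at least 25 points. A tDMC passed in all 9 pairs of a tissue in the same direction. DMIs and tDMIs were called likewise on the reads summed over the islands of Table S5 with at least 5 CG sites, and levels of an island were means of its sites. With single libraries these tests compare libraries, and their intervals cover counting error only. Over an island a read counts at each CG site it covers, so the summed reads are not independent.

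Differences within tissues were tested by exact sign-flip permutation over the 10 tissues, 1 tissue against 9 by exact permutation, and correlations by 100000 permutations. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and matplotlib 3.10.9, with a random seed of 1. The calling of DMCs was tested on 20000 simulated sites at the coverage of real sites, of which 200 were changed by 60 points. It recovered 92.0 % of the changed sites as DMCs and 19.5 % as tDMCs, with 0 calls among the unchanged sites. PCR copies and other differences between libraries were not simulated, so the 0 calls do not give the rate of false calls in the real data.

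Depth differed between libraries. Of the cytosines of a library, 14.2 % had at least 20 reads in abomasum and 65.9 % in nucleated blood cells, and a level resting on 8 reads moves in steps of one read in 8. The alternatives tried were coverage minimums of 10 and 20 reads, weighting by coverage, cytosines covered in all 10 tissues, leaving out the most highly covered cytosines, leaving out testis, a difference of 40 points, thinned reads, other adjustments, linkages and correlations, and other windows and flanks.

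The sites and islands named were fixed by a rule written before the data were examined. They are those the paper names, the testis-specific islands of Table S6, at most 5 tissue-specific islands of other tissues with the largest gap to the nearest tissue, and at most 5 tDMCs with the largest gap among those with at least 20 reads in every tissue, at most 2 per tissue. Expression, repeats, gene bodies, oocytes and CG islands outside Table S5 were not analysed here, since no UMD3.1 genome or annotation was used here.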

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

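Among 26 measures of the 10 tissues, 8 had a tissue further from the others than Dixon's critical value allows, where about 1.3 are expected by chance at a rate of 1 in 20 if the measures were independent. The island of bta-mir-202 was found by its testis level, so its place among the 8 is no test. Without it, 7 of 25 remain, against about 1.25, and several of these measures are related. A difference between males and females was also found. The test of bta-mir-202 over the same sites was chosen only after the result was seen. With 1 library per tissue, a tissue cannot be told apart from its animal or its library.

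Testis stood apart from the other tissues in the number of cytosines (1094195), the reads over cytosines (40089443, or 40.1 M) and the share of cytosines in the CG context (21.7 %). Testis and abomasum covered many cytosines found in no other tissue. Reads that do not start at *MspI* cut sites would lower the share of CG sites in CCGG among these cytosines. This share was 20.2 %, above the 13.0 % at cytosines covered in all tissues, but a split looked at afterwards gave 35.8 % for testis and 3.11 % for abomasum, where it was 7.53 % over all CG sites. The pooled test therefore speaks against this explanation for testis only. In abomasum the share is low, as such reads would make it, and they may account for its cytosines. Among the far fewer cytosines found only in skeletal muscle the share was also low, 5.56 %. Sites near the minimum of 8 reads would vanish at higher coverage, but among cytosines with at least 20 reads, 44.4 % in testis and 27.1 % in abomasum were found in no other tissue. At the minimum of 8 reads these shares were 68.5 % and 56.7 %, so sites near the minimum may account for a part of the pattern, and for more of it in abomasum. What makes the testis library differ was not found, and no biological explanation was tested.

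The number of tDMCs was highest in testis (304). A difference in read depth would remove this, but after thinning the reads of all tissues testis had 77.6 % of the tDMCs, while nucleated blood cells fell from 66 tDMCs to 2. Read depth is therefore not a sufficient explanation. A difference between the testis and the other tissues may remain as a hypothesis, since animal and library batch were not tested.

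The island of bta-mir-202 had the lowest level in testis (52.1 %). Libraries cover different sites of this island. Over the sites covered in both, testis was -23.7 points from the other libraries, compared with -38.4 points over all sites. In these libraries the choice of sites may therefore account for part of the difference and not for all of it. The testis level over these sites rests on 20 reads per site, which may be the same reads.

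Rumen had the highest mitochondrial CG methylation (5.62 %). Over the 7 mitochondrial CG sites covered in all tissues, rumen had rank 1 from the highest, with 4.03 % against 3.18 % in uterus, so that another set of sites covered in each library is not needed for its rank. Incomplete conversion of mitochondrial DNA was not tested, and no biological explanation was tested.

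Testis had the lowest CG autocorrelation at 40 bp (0.750). Over the sites of chromosome 1 covered in all 10 tissues, 53 pairs, testis had rank 4 from the lowest with 0.766. Another set of sites covered in each library is a candidate explanation. Abomasum had the highest correlation of CG with non-CG methylation in windows (0.189). Over the sites covered in all tissues it kept rank 1 with 0.176, but skeletal muscle followed with 0.173, so that the gap was nearly gone.

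The X chromosome differed between the sexes. X minus autosome CG methylation differed by -17.8 points, males minus females (exact permutation test, two-sided, p = 0.0222, the smallest that 2 against 8 allow), with -5.60 to -5.05 in the 2 males and 8.11 to 15.0 in the 8 females. Over the 1050 X CG sites covered in all tissues the level was 21.9 % in males and 40.8 % in females. A mislabelled sample would mix the X coverage of the sexes, but the highest ratio of X to autosome coverage in males minus the lowest in females was -0.356. A difference between the sexes may be proposed as a hypothesis. The 2 males are testis and the fetal rumen, so sex cannot be told apart from tissue and stage here.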

How the results depend on the processing

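The alternatives were set before the data were examined, except for the count of any methylated read at non-CG positions. For 25 results 109 set alternatives were run: 75 kept the result, 29 moved it and 5 reversed it, and 8 results were kept in all their alternatives. A tested difference or correlation counts as kept when its sign stays and its p stays on the same side of 0.05, so its size can still change. The cause of the changes below was not tested, except for weighting by coverage and CG methylation. For comparisons between tissues, no paired analysis was possible because each tissue has 1 library. Differences within tissues were paired by tissue.

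Among the results kept, the CHG difference of chrUn and the autosomes fell from 0.567 to 0.189 points with weighting by coverage, and r of CG with non-CG methylation in windows went from 0.157 to 0.0883 with a minimum of 20 reads and to 0.225 without high non-CG sites.

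With a minimum of 20 reads, cytosines fell to 602316, the lowest pairwise correlation was 0.878, DMCs were 4275 with a CG share of 94.3 %, the testis share of tDMCs was 78.8 %, DMIs were 201, tDMIs 23, and the bta-mir-202 island in testis had 57.9 %. The difference of terminal and internal windows reversed to -0.948 points.

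Weighting by coverage moved mean methylation to 43.1 % for CG, 1.31 % for CHG and 2.15 % for CHH. Over cytosines covered in all tissues, CG was 28.8 %, and the difference of frontal cortex in non-CG methylation reversed to -0.0219 points. The lowest pairwise correlation was 0.938 without testis, 0.920 over all contexts and 0.826 with Spearman's rho. Without testis, DMCs were 6740 with a CG share of 93.5 %.

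With a difference of at least 40 points, DMCs were 6720, tDMCs 156 with a testis share of 51.9 %, DMIs 355 and tDMIs 25. With thinned reads, DMCs were 2966, tDMCs 125 and the testis share 77.6 %. With at least 10 CG sites, 488 islands could be tested in place of 836, and 487 of the 488 were DMIs. Testis joined the tree at 0.0945 with Ward linkage and 0.153 with Spearman's rho, on scales that are not those of the result, and last in both. The CHH correlation at 4 bp was 0.428 over all autosomes.

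Over the islands of Table S5, CG islands minus their flanks of 2 kb differed by -0.263 points (exact permutation test, two-sided, p = 0.857). The sign reversed with a minimum of 10 reads (0.816), of 20 reads (2.74) and with flanks of 10 kb (9.43). The exact permutation p, two-sided, was 0.488, 0.0508 and 0.00391, respectively, so with flanks of 10 kb these islands were detectably above their flanks. Table S5 lists islands for their differences between tissues, which leaves out islands with a low level in every tissue. The comparison therefore cannot tell whether CG islands in general lie below their flanks. The share of non-CG positions methylated in at least 1 tissue was 20.1 % when any methylated read counted, a definition chosen after seeing the data.

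Thinned reads gave fewer DMCs and tDMCs and were not run for DMIs. With a minimum of 20 reads 209 islands could be tested in place of 836, and 201 of the 209 were DMIs. A minimum of 5 reads was not run, since the data used start at 8, and gene bodies against upstream regions and the share of CG islands above 80 % were not run, since no UMD3.1 annotation was used here.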

Differences from the paper's values

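The lowest pairwise correlation was 0.898, against the paper's 0.93. Of the alternatives set before the data were examined, leaving out testis (0.938) and all contexts (0.920) brought it nearer to the paper's value than the SD over pairs of tissues (0.0186), while minimums of 10 and 20 reads, Spearman's rho and cytosines covered in all tissues did not.

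R squared of CG and non-CG methylation in windows was 0.0247, against the paper's value of about 0.0 in Fig. 2a, read by eye. It was 0.00779 with a minimum of 20 reads, nearer to the paper's value than the SD over tissues. Neither a minimum of 10 reads, leaving out testis, leaving out high non-CG sites nor 100-kb windows brought it that near.

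The CHH correlation on one strand was 0.567, against the paper's 0.7. Minimums of 10 reads (0.649) and 20 reads (0.635) brought it nearer to the paper's value than the SD over tissues (0.126), though still below it, and all autosomes (0.428) and leaving out high CHH sites (0.451) did not.

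The number of tDMCs was 465, against the paper's 798, and the number of non-CG tDMCs was 40, against the paper's 75. None of the alternatives set before the data were examined closed either gap.

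The share of non-CG positions methylated in at least 1 tissue was 1.18 %, where the paper states over 10 %. No alternative had been set. Counting any methylated read, a definition chosen after seeing the values, gave 20.1 %, which is over the paper's bound.

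The paper states that CG and non-CG methylation were not significantly correlated, while r in windows was 0.157 here, with a permutation p, two-sided, of 1e-05, the smallest that the permutations can give. The paper assigns every expression-correlated tDMI to testis, while 1 of the 10 tDMIs among the islands of Table S6 was in nucleated blood cells here.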

Other observations

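The share of first cytosines of CCCGG was tested after it had been seen that highly methylated non-CG sites were enriched for a following C and often had a CG 2 bp downstream. The splits of tDMCs by tissue and the random draws of non-CG sites were also chosen after the result was seen. The patterns below are hypotheses found and tested on the same data.

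At 553 of the 99293 non-CG sites covered in all 10 tissues (0.557 %), the level was 50 % or more in every tissue, with a mean of 93.4 %. They carried 37.6 % of the summed non-CG level, and without them mean non-CG methylation was 0.867 % in place of 1.38 %. Reads from repeated copies collapsed in the reference would raise coverage, but the ratio of median coverage to other sites was 0.973. Stretches of unconverted cytosines would place most of them together. Another lay within 20 bp on the same strand at 16.8 % of them, so most stood alone, but in 1000 random draws of as many non-CG sites this share was 4.49 % ± 1.22 (SD over draws) and at most 9.04 %. Such stretches may therefore account for a part of the sites. *MspI* cut sites next to the cytosine are a candidate explanation: of 1013 first cytosines of CCCGG, 336 (33.2 %) were such sites, against 6 of 5000 (0.120 %) where another base follows CCCG. These 336 were 60.8 % of the sites, and first cytosines of CCCGG, 1.02 % of the non-CG sites, carried 27.0 % of the summed level. The mechanism was not tested, and the remaining sites are not explained.

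Testis and abomasum had the lowest non-CG methylation. The level was 0.943 % in testis and 1.04 % in abomasum, and the next was 1.31 % in mammary gland parenchyma. If another set of sites is covered in each library, this gap would shrink over shared sites. The sum of the ranks of testis and abomasum from the lowest was still 3 there, the lowest possible, but the levels were 1.29 % in testis and 1.32 % in both abomasum and mammary gland parenchyma. The sites covered may therefore account for most of the gap. The place of abomasum also depends on the setting: with a minimum of 20 reads it had 1.68 %, the highest of the 10 tissues, and weighted by coverage 1.88 %, above 5 other tissues. Testis stayed the lowest, with 1.09 % and 1.60 %. Incomplete bisulfite conversion may contribute to differences between tissues: non-CG methylation over shared sites had a Pearson's r of 0.678 with the unconverted share from the paper's Table 1 (permutation test, two-sided, p = 0.0314, adjusted p = 0.0627 over both correlations), and Spearman's rho of 0.432 (permutation p = 0.214). Without the 2 tissues furthest from the median of the unconverted share r was -0.0674, so the relation rests on those tissues.

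Frontal cortex had rank 1 from the highest in methylation at CA over that at CT and CC, with 0.396 points against 0.313 ± 0.0515 in the other tissues (exact permutation test, two-sided, p = 0.2). Without the sites at 50 % or more in every tissue it again ranked first, with 0.593 points against 0.507 ± 0.0522 (exact permutation test, two-sided, p = 0.1, the smallest that 1 tissue against 9 allows). This design cannot settle whether averaging over all non-CG sequence hides methylation at CA.

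In tissues other than testis, a donor variant against the reference would change a single CG. The nearest other CG within 50 bp differed in the same direction at 68.8 % of their CG tDMCs, compared with 79.2 % in testis. By tissue this was 64 of 65 in nucleated blood cells and 9 of 9 in frontal cortex, but 11 of 33 in lactating mammary gland, 3 of 13 in abomasum, 1 of 3 in rumen, 0 of 3 in uterus, 0 of 1 in skeletal muscle and 0 of 1 in ileum. The pooled share rests on nucleated blood cells, and a donor variant may remain for many sites of the tissues with a low share.

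CG methylation of terminal windows exceeded that of internal windows by 12.1 points within bins of CG site density and by 12.5 points without bins, where density was the number of covered CG sites within 100 bp. The median density was 17 in both kinds of window, so the bins had little to correct, and density over longer distances was not tested.

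Sites of Table S2 whose RRBS and PCR levels differed by 0.2 or more had a median coverage of 53 reads, which is 8 more than the 45 reads of the others. The mean of log2 reads differed by -0.31 (permutation test, two-sided, p = 0.372). With a minimum of 20 reads, 62.5 % of the comparisons were within 0.2, so leaving out sites with few RRBS reads hardly changed the share. The PCR levels come from about 20 clones per product by the paper's methods, and their counting error was not examined. Of the 66 RRBS levels of the table, 63 equalled the deposited levels, and the table's own values put 43 comparisons (65.2 %) within 0.2. In 3 comparisons, all in ileum on chromosome 25, the table's RRBS level did not equal the deposited one. There the table's RRBS and PCR levels repeat those of rumen at the same sites, so the PCR levels may not be those of ileum. With the deposited RRBS levels, all 3 differed by 0.2 or more.

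Weighting by coverage raised CG methylation in 9 tissues by 9.75 to 14.0 points and changed it by -2.63 points in testis. With the most highly covered sites left out, the rise was 4.34 to 10.2 points in the 9 tissues and the change in testis -4.32 points. A few sites of very high coverage may therefore account for a large part of the rise. They do not account for the direction in testis, since the number of tissues with its sign was still 1.

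Of the 798 sites of Table S7, all levels equalled the deposited ones, 777 were DMCs here, 372 were tDMCs here and 794 had a gap of at least 25 points.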
